# METTL16-mediated translation of *CIDEA* promotes non-alcoholic fatty liver disease progression *via* m6A-dependent manner

**DOI:** 10.7717/peerj.14379

**Published:** 2022-12-01

**Authors:** Jinhong Tang, Xiangyun Zhao, Wei Wei, Weiwei Liu, Huining Fan, Xiu ping Liu, Yungai Li, Long Wang, Jinghui Guo

**Keywords:** Non-alcoholic fatty liver disease, N6-methyladenosine (m6A), METTL16, CIDEA, m6A sequencing

## Abstract

**Background:**

As the most prevalent chemical modifications on eukaryotic mRNAs, N6-methyladenosine (m6A) methylation was reported to participate in the regulation of various metabolic diseases. This study aimed to investigate the roles of m6A methylation and methyltransferase-like16 (METTL16) in non-alcoholic fatty liver disease (NAFLD).

**Methods:**

In this study, we used a model of diet-induced NAFLD, maintaining six male C57BL/6J mice on high-fat diet (HFD) to generate hepatic steatosis. The high-throughput sequencing and RNA sequencing were performed to identify the m6A methylation patterns and differentially expressed mRNAs in HFD mice livers. Furthermore, we detected the expression levels of m6A modify enzymes by qRT-PCR in liver tissues, and further investigated the potential role of METTL16 in NAFLD through constructing overexpression and a knockdown model of METTL16 in HepG2 cells.

**Results:**

In total, we confirmed 15,999 m6A recurrent peaks in HFD mice and 12,322 in the control. Genes with differentially methylated m6A peaks were significantly associated with the dysregulated glucolipid metabolism and aggravated hepatic inflammatory response. In addition, we identified five genes (*CIDEA*, *THRSP*, *OSBPL3*, *GDF15* and *LGALS1*) that played important roles in NAFLD progression after analyzing the differentially expressed genes containing differentially methylated m6A peaks. Intriguingly, we found that the expression levels of METTL16 were substantially increased in the NAFLD model *in vivo* and *in vitro*, and further confirmed that METTL16 upregulated the expression level of lipogenic genes *CIDEA* in HepG2 cells.

**Conclusions:**

These results indicate the critical roles of m6A methylation and METTL16 in HFD-induced mice and cell NAFLD models, which broaden people’s perspectives on potential m6A-related treatments and biomarkers for NAFLD.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) has become the most common cause of chronic liver disease worldwide, affecting 20–30% of the general population and up to 75% in those with obesity (Younossi et al., 2018). NAFLD encompasses a spectrum of pathological changes, from simple steatosis to non-alcoholic steatohepatitis (NASH), subsequently progressing to fibrosis and cirrhosis, and up to 27% in those with cirrhosis will develop hepatocellular carcinoma (HCC) (Raza et al., 2021). Given the high prevalence of NAFLD, it is predicted that NAFLD could become the most primary indication for liver transplantation by 2030 (Oliveros-Montiel, Santos-López & Sedeño-Monge, 2020). However, apart from controlling the risk factors such as weight loss, diet modification, and probably applying lipid-lowering drugs and insulin sensitizers, there are currently no effective mechanistic treatments for NAFLD (Raza et al., 2021).

N6-methyladenosine (m6A) methylation denotes the addition of a methyl group on the N6 site of adenosine within RNA, which is the most prevalent chemical modification of eukaryotic mRNAs that can be observed in multitude species, including viruses, bacteria, mammals and humans (Wang, Sha & Sun, 2021). Based on the development of Methylated RNA Immunoprecipitation sequencing (MeRIP-seq) (Meyer et al., 2012), accumulating studies have demonstrated that m6A methylation can modulate a variety of RNA metabolisms, including RNA transport (Wen et al., 2018), splicing (Bartosovic et al., 2017), stability (Genenncher et al., 2018), translation (Liu et al., 2020) and microRNA processing (Chen et al., 2020). Ultimately, post-transcriptional RNA modification can further influence cellular physiology and various biological progresses, including embryonic stem cell differentiation, immunomodulation and tumorigenesis (Wang, Sha & Sun, 2021; Wen et al., 2018; Liu et al., 2020; Geula et al., 2015; Zheng et al., 2017). These dynamic and reversible modifications are catalyzed by the methyltransferase complex called “writers” consist of METTL3 (methyltransferase-like 3) (Peng et al., 2021), METTL14 (methyltransferase-like 14) (Chen et al., 2020), METTL16 (methyltransferase-like 16) (Pendleton et al., 2017), WTAP (Wilms tumor 1 associated protein) (Chen et al., 2019), and are removed by the demethylases complex called “erasers” composed of ALKBH5 (alkB homolog5) and FTO (fat mass and obesity-associated protein). Additionally, m6A exerts many functions through m6A-binding proteins called “readers”, among which the best described are the YTH domain family proteins YTHDF1/2/3 (Liu et al., 2020) and HNRNP (heterogeneous nuclear ribonucleoprotein C) (Peng et al., 2019). Notably, recent evidence has indicated that m6A methylation and its modulators play important roles in various metabolic diseases *via* regulating glucolipid metabolism and inflammatory processes (Peng et al., 2019; Luo et al., 2019; Yang et al., 2019; Li et al., 2020; Zhang et al., 2020a; Zhong et al., 2018). For example, FTO promoted the expressions of lipogenic genes by erasing their m6A modification in patients with type 2 diabetes (T2DM) (Yang et al., 2019). Zhong et al. (2018) revealed that m6A methylation affected circadian regulation of lipid metabolism by mediating mRNA lifetime and expression of the nuclear receptor peroxisome proliferator-activator-α (PPaR-α) in murine liver. Therefore, further investigation is warranted to determine the effects of m6A methylation modification and its modify enzymes in the development of NAFLD.

In this study (Fig. 1), we carried out the MeRIP-seq analysis to illustrate the m6A methylation patterns in HFD-induced NAFLD mice models. We also explored the underlying mechanism between m6A modification and NAFLD through identifying the downstream target genes and signaling pathways. Furthermore, we evaluated the expression levels of major m6A regulators by qRT-PCR analysis to explore the potential driving forces behind m6A methylation. Finally, we validated the vital roles of METTL16 in the progress of NAFLD through constructing overexpression and knockdown of METTL16 model in HepG2 cells.

**Figure 1:**
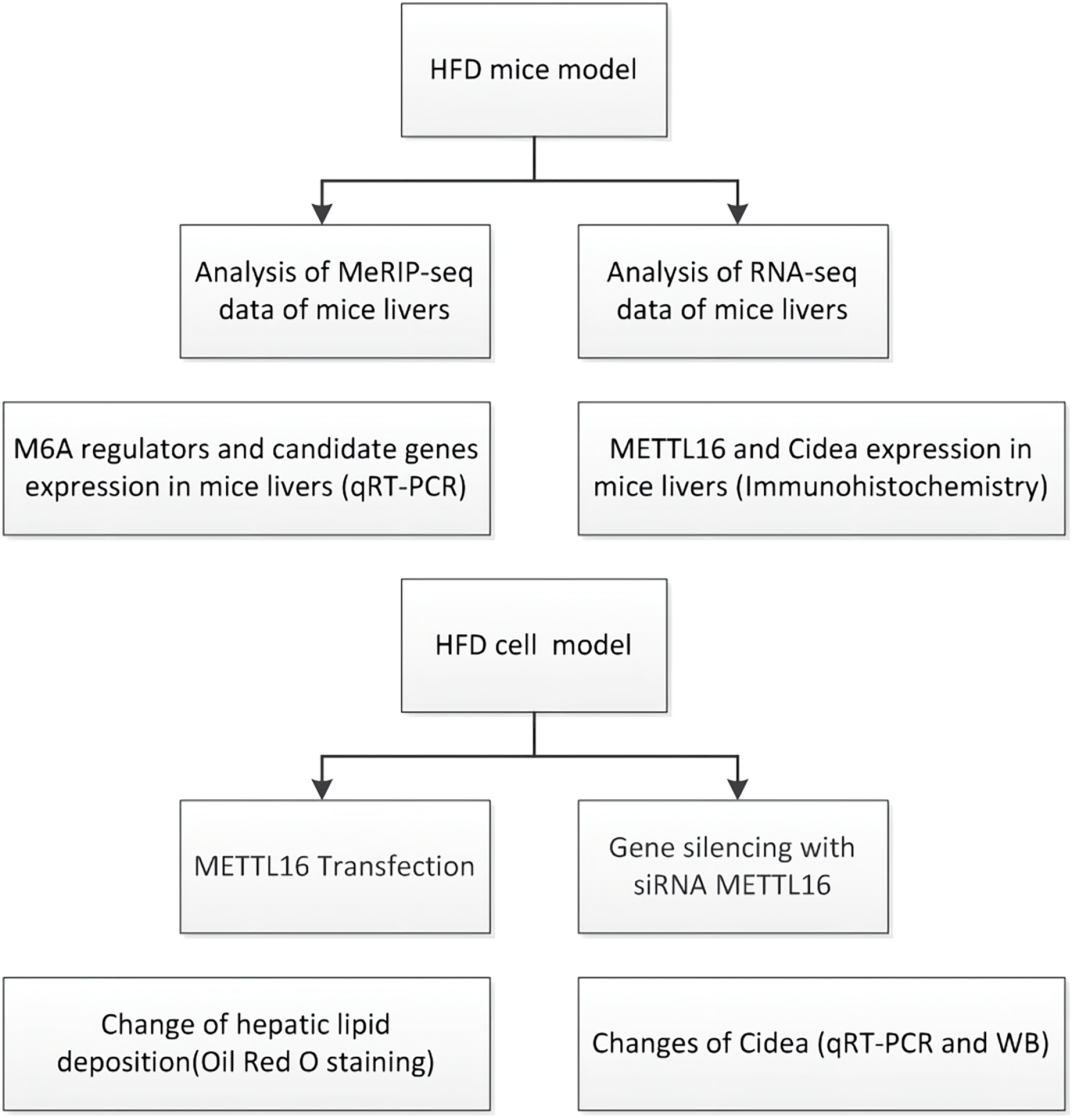
Flowchart showing the experimental procedure.

## Materials and Methods

### Animal experiments

Six 6-week-old male C57BL/6J mic were used in this study. These mice were provided by Shanghai Slack Laboratory Animal LTD and housed at 21–23 °C with a 12 h light/12 h dark cycle and 55% ± 5% humidity in the general animal laboratory of Shanghai Jiao Tong University Affiliated Sixth People’s Hospital. The animal protocol was approved by the Animal Care and Ethics Committee of Shanghai Jiao Tong University Affiliated Sixth People’s Hospital (IACUC 2020-0035). These mice were randomly divided into two groups as determined by the principle of minimum sample size (*n* = 3). Three mice fed with standard low-fat diet (D12450B, 10% kcal fat/35% sucrose; Research Diets Inc., New Brunswick, NJ, USA) were considered as the control (*n* = 3). Another three mice fed with high-fat diet (D12492, 60% kcal fat; Research Diets Inc., New Brunswick, NJ, USA) (Kennedy et al., 2018) were used as the experimental group (*n* = 3) to establish NAFLD mice model. The weight and fast glucose of each mouse were measured on the day of initiation and 12 weeks after intervention. These experimental mice were provided with a comfortable living environment and adequate food and water to minimize their discomfort and pain. After 12 weeks of feeding, we euthanized these mice to ensure compliance with animal ethics: we killed these mice by cervical dislocation after intraperitoneal injection of chloral hydrate. The liver tissues were separated and immediately frozen in liquid nitrogen and kept at −80 °C before use.

### H&E staining

The liver tissues were fixed with 4% paraformaldehyde, embedded in paraffin wax, and then cut into 8 $\mu m$ sections. These slices were next stained with hematoxylin and eosin (H&E) and observed under a microscope to investigate the histological changes in HFD mice livers.

### Oil red O staining

The liver tissues were embedded in optimum cutting temperature compound (Tissue-Tekcryomold, CA, USA) and rapidly frozen cut into 5 $\mu m$ sections. These slices were stained with Oil Red O solution for 10 min as previous description (Luo et al., 2019) and then observed under a microscope. Finally, we use the ImageJ software to quantify the outcome of the hepatic lipid accumulation in HFD mice.

### RNA extraction and RNA-seq

Total RNA was extracted from liver tissues using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA) and then precipitated with isopropanol and ethanol. NanoDrop ND-2000 (Thermo Fisher Scientific, Waltham, MA, USA) was used to assess the quantity and quality of total RNA. The mRNA was isolated from total RNA samples by using the Seq-Star T Mpoly(A) mRNA Isolation Kit (Arraystar, Rockville, MD, USA), followed by 50 bp single-end sequencing under the BGISEQ-500 platform. The differentially expressed genes (DEGs) were further conformed by RNA-seq analysis. The statistical power of this experimental design, calculated in RNASeqPower is 0.848676.

### qRT-PCR analysis

Total RNA was reverse transcribed into cDNA using a cDNA Synthesis Kit (TransGen Biotech, Beijing, China) according to the manufacturer’s instructions. The resulting cDNA was used for reverse transcription quantitative real-time PCR (qRT-PCR) analysis by using the SYBR premix Ex Taq (Takara, Dalian, China). The mRNA levels were normalized to Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and quantified using the 2^−ΔΔCt^ method (Yue et al., 2016). All primers used for the amplification are listed in Supplemental Table S1.

### MeRIP-seq and data analysis

MeRIP-seq, developed in 2012 by Meyer KD, combines RNA-protein co-immunoprecipitation with high-throughput sequencing technology to achieve RNA methylation analysis at the whole transcriptome level, which was favorable for further revealing the potential biological functions of m6A modification in a new research area (Meyer et al., 2012). MeRIP-seq analysis was provided by Shanghai Cloudseq Biotech Inc. Briefly, fragmented mRNA was immunoprecipitated using the GenSeq™ m6A RNA IP Kit (GenSeq Inc., Shanghai, China). Then, input samples and m6A immunoprecipitated RNA samples were used to build up the RNA sequencing library following manufacturer’s instructions of NEBNext® Ultra II Directional RNA Library Prep Kit (New England Biolabs Inc., Ipswich, MA, USA). Next, libraries were sequenced on an Illumina Hiseq 4000 platform with paired-end 150 bp read length. Finally, the length and methylated sites on RNA were identified as previously described (Luo et al., 2019). The biological function of differential m6A methylation sites were predicted by gene ontology (GO) analysis and pathway enrichment analysis from GO (http://geneontology.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG) database (www.genome.jp/kegg).

### Immunohistochemistry

Paraffin-embedded liver sections from six mice were used to perform the immunohistochemistry analysis according to the manufacturer’s instructions. After dewaxing, hydration, removing the possible interference of endogenous enzyme and antigen repair, we performed blocking and incubation of antibody on the paraffin sections. To detect the expression of CIDEA, liver sections were incubated with a rabbit anti-CIDEA antibody (O60543; CUSABIO, Wuhan, China) overnight at 4 °C and then incubated with a biotin-labeled secondary antibody. To detect the expression of METTL16, liver sections were incubated with a rabbit anti-METTL16 antibody (O86W50; PROTEINTECH, Chicago, IL, USA) overnight at 4 °C and then incubated with a peroxidase-labeled secondary antibody. The staining density was observed under a microscope and calculated using the ImageJ software. Three fields were analyzed from each sample.

### Cell culture and treatments

Human hepatocellular carcinoma cell lines (HepG2) were provided by Shanghai Asia-Vector Biotechnology LTD and cultured in a humidified atmosphere of 5% CO_2_ at 37 °C using Dulbecco’s modified Eagle’s medium (DMEM, Gibco, Carlsbad, CA, USA) supplemented with 1% penicillin-streptomycin solution and 10% fetal bovine serum (FBS). To induce fat-overloading models in HepG2 cells, a BSA-conjugated mixture of free fatty acid (FFAs) was uesed in the medium: 20 mmol/L palmitate acid (PA) and 10 mmol/L oleic acid (OA) stock solution were mixed as a 15 mmol/L FFAs solution (Chung et al., 2019). After treated with FFAs solution for 24 h, cells were washed twice with phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde, washed with 60% isopropanol and then subjected to Oil Red O staining for 10 min.

### METTL16 transfection

For *in vitro* studies, METTL16 overexpression was achieved by transfection with pcDNA3.1 (Asia-Vector Biotechnology LTD, Shanghai, China) using lipo2000 Transfection (Thermo Fisher Scientific, Waltham, MA, USA) reagents according to the manufacturer’s protocol. The primer sequences used for METTL16 amplification were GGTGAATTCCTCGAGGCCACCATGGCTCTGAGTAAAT (forward) and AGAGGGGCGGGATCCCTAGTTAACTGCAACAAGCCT (reverse). After incubation for 8 h, lipid containing plasmid was removed and warmed complete medium was added. Cells were transfected by 2 $\mu g$ plasmid for another 24 h following transfection. Cells were starved overnight and treated with BSA/FFAs for 24 h before analysis.

### Gene silencing with METTL16 siRNA

siRNA were purchased from Asia-Vector Biotechnology (Shanghai, China). METTL16 siRNA was designed and synthesized as follows: 5′-TGATGGATGCTCTTAAAGA-3′. Cell lines were transiently transfected 20 nM METTL16 siRNA and non-silencing siRNA by using Lipofectamine2000 reagent. Cells were then treated as previously mentioned.

### Western blot

HepG2 cells were washed using PBS and dissolved in lysis buffer supplemented with 50 mmol/L Tris-HCl, 150 mmol/L NaCl and 0.1% sodium dodecyl sulfate (SDS). For Western blot analysis, we used the following primary antibodies: anti-CIDEA antibody (O60543;CUSABIO, Wuhan, China) and anti-METTL16 antibody (O86W50; PROTEINTECH, Chicago, IL, USA). The nuclear and cytoplasmic proteins were separated on a 10% SDS-PAGE and then transferred onto nitrocellulose membranes. The membranes were blocked with 5% skimmed milk for 1 h at room temperature and followed by incubated with primary and secondary antibodies. Finally, we used the Clarity Western ECL substrate (Bio-Rad, Hercules, CA, USA) and Amersham Imager 600 (GE Healthcare, Chicago, IL, USA) to detect the density of the blots.

### Statistical analysis

All the data in our study were expressed as the standard error of the mean (SEM) and statistically analyzed using GraphPad Prism Version 8.0 software. Student’s t-test was conducted to analyze the statistical differences between two groups. Data were considered statistically significant as follows: *P-value < 0.05, **P-value < 0.01 and ***P-value < 0.001.

## Results

### Overview of m6A methylation map within mRNA in HFD mice livers

To illustrate whether the m6A methylation was engaged in NAFLD progression, we first constructed the HFD-induced NAFLD mice model as previously described (Kennedy et al., 2018). Compared to normal feeding, HFD resulted in an approximately 2.5-fold increase in weight (*P* = 0.0004), but no significant increase in fast glucose (Fig. 2A). The microscopic images of liver tissues stained with H&E showed that HFD led to the accumulation of lipid droplets vacuoles in liver tissues (Fig. 2B). Similar observation were observer in liver sections stained with Oil Red O (Fig. 2B), indicated that HFD-induced NAFLD mice model was successfully established. Next, we performed MeRIP-seq analysis of mRNA samples from six mice and identified the repeated m6A peaks as high-confidence m6A methylated sites for subsequent research. 

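m6A peaks were examined in the livers of 3 mice fed the high-fat diet (60% of the energy from fat) and 3 mice fed the low-fat diet (10% of the energy from fat) for 12 weeks, called HFD 1 to HFD 3 and WT 1 to WT 3. In MeRIP-seq, fragmented mRNA is pulled down with an antibody against m6A, and a peak is a stretch of a transcript that is enriched in the immunoprecipitate over the input. The peak list of each mouse was analysed, and the libraries of the 6 inputs were not analysed here. The sample labels give the high-fat diet for all 12 samples, so the groups were taken from the sample titles, which separate treated mice from controls. HFD 1, HFD 2 and HFD 3 had 12898, 11925 and 10288 peaks, and WT 1, WT 2 and WT 3 had 10109, 10376 and 12966 peaks. The mean was 11704 ± 1319 peaks (SD, n = 3) in HFD mice and 11150 ± 1578 peaks (SD, n = 3) in WT mice. The difference of 553 peaks was smaller than the spread between mice (two-sided exact permutation test, p = 0.8, where 3 mice against 3 cannot give a p below 0.1), and it was -43.8 peaks without HFD 1. Between 5296 and 6430 genes had a peak in a library.

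Each list gives the position, the gene and the authors' fold enrichment of every peak, with minus 10 times the log10 of its p-value and a false discovery rate. All peaks had a value of at least 50 on this scale and a fold enrichment of at least 2. The false discovery rate, read as a percent, ran from 25 to 100 over the 6 lists, with a median of 79.5 in HFD 1, 64.6 in WT 3 and 100 in each of the other 4 libraries. The fold enrichment is the authors' value and is not scaled between libraries, and it served to describe, rank and filter peaks. Read depth is not given in the sources used here, and a transcript without a listed peak may lack methylation, expression or reads. The lists give mouse genes, whereas the submitters' notes name a human genome build. Of 67268 peaks, 99.5% overlapped the bounds of their own gene in the RefSeq annotation of the mouse build GRCm38, to which all positions refer. The lists give no strand, sequence or transcript segment.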

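Several transcripts of the m6A machinery carried m6A peaks in the livers of all 6 mice. These included Wtap, which encodes a subunit of the m6A writer complex, Ythdf1 and Ythdf3, which encode m6A readers, and Hnrnpc, which encodes an RNA-binding protein. A peak of Ythdf3 found in all 6 lists lay on chromosome 3 from 16203826 to 16205424, and 1 of Ythdf1 lay on chromosome 2 from 180910687 to 180912207. Peaks of the 6 lists that overlapped by at least 1 base were merged into 18374 regions. Of these, 6245 regions (34.0%) had a peak in all 6 mice and 4355 (23.7%) had a peak in a single mouse. A peak in at least 2 of the 3 mice of a group was found in 11167 regions in HFD mice and in 10576 regions in WT mice. Of 12596 such regions, 9147 met this criterion in both groups, 2020 in HFD mice only and 1429 in WT mice only. With lists of equal length the direction turned, with 1442 in HFD mice only and 1521 in WT mice only. Regions counted for 1 group only could still have a peak in a single mouse of the other. Only 727 HFD and 504 WT regions with a peak in at least 2 mice had none in the other group. When a peak in at least 1 mouse of a group was enough, 3132 regions were found in HFD mice only and 2454 in WT mice only. Leaving out a library at the first criterion asks for a peak in both libraries left in its group. The count for that group alone must then fall or stay, and the count for the other group alone must rise or stay. Regions in HFD mice only numbered 834 without HFD 1, 822 without HFD 2, 1390 without HFD 3, 3245 without WT 1, 3233 without WT 2 and 3630 without WT 3. Regions in WT mice only numbered 2852 without HFD 1, 2897 without HFD 2, 2206 without HFD 3, 868 without WT 1, 676 without WT 2 and 491 without WT 3.

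Pairs of libraries of the same diet shared 0.622 of their regions on average and pairs of different diets 0.620, as the Jaccard index. This difference of 0.00225 did not stand out among the 10 ways to divide the libraries into 3 and 3 (one-sided exact permutation test, p = 0.3, smallest possible p = 0.1). It was -0.00124 without HFD 1, -0.00209 without HFD 2 and -0.00352 without WT 2, and 0.00681 with lists of equal length (p = 0.3, same exact test). The overlap coefficient divides the shared regions by those of the library with fewer. Its difference was 0.0165 in the direction of the diets (p = 0.1, same exact test), the smallest possible p. By the Jaccard index, HFD 1 and HFD 2 were most alike (0.654), followed by WT 1 and WT 2 (0.651). HFD 3 was closest to WT 1 (0.647) and WT 3 was closest to HFD 1 (0.634).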

Altogether, we confirmed 18,461 m6A peaks including 15,999 m6A peaks in HFD mice and 15,322 peaks in WT mice, with 12,860 peaks overlapped among two groups (Fig. 3A). 

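Huwe1, which encodes a ubiquitin ligase, carried a peak in every HFD mouse and in no WT mouse on chromosome X from 151907276 to 151907444, with the authors' fold enrichment at 21.7, 20.6 and 25.4 in HFD 1, HFD 2 and HFD 3, while all 3 WT libraries had peaks elsewhere in this gene. Abcd2, a peroxisomal transporter of fatty acids, carried such a peak on chromosome 15 from 91148242 to 91149205, at 17.8, 9.16 and 11.5, while WT 1 and WT 3 had peaks elsewhere in this gene. Mogat1, which encodes an enzyme of triglyceride synthesis, had a pair of such regions, the first on chromosome 1 from 78537944 to 78538173 at 17.7, 8.12 and 10.1. Immune genes with HFD-only peaks included Cd274, which encodes the checkpoint ligand PD-L1, and Ptprc, which encodes the leukocyte antigen CD45. In the opposite direction, Alyref2, which encodes an mRNA export factor, carried a peak in every WT mouse and in no HFD mouse on chromosome 1 from 171503478 to 171504750, at 33.5, 20.8 and 19.9 in WT 1, WT 2 and WT 3. Abcg1, a cholesterol transporter, carried a WT-only peak on chromosome 17 from 31117515 to 31117981, at 10.4, 5.88 and 9.79, while 1 HFD library had a peak elsewhere in this gene. The other leading genes were 9030025P20Rik, Cenpm, Trip11, Wdr89 and St3gal2 for HFD mice and Plekhg1, Tcea3, Itih5, Lims2, Tfdp2, Neb, Zfp668 and Nostrin for WT mice. Of these, Trip11, Wdr89, Plekhg1, Tcea3 and Neb had peaks elsewhere in the gene in all 3 libraries of the other group, and St3gal2, Itih5, Zfp668 and Nostrin in 1.

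In total, 132 regions in 128 genes had a peak in all 3 HFD libraries and in no WT library, and 54 regions in 50 genes had a peak in all 3 WT libraries and in no HFD library. No single region can pass a test at 0.05 with 3 mice against 3, so the total of 186 regions was set against the other 9 ways to divide the libraries. The division of HFD 1, HFD 2 and WT 3 from the rest separated 434 regions and that of HFD 1, WT 1 and WT 3 separated 202. When each list was limited to its 10109 peaks with the smallest p-values, 94 HFD-only and 91 WT-only regions were found, a total of 185, against 279 and 178 for those divisions. Leaving out a library loosens the criterion, so both counts could only rise and do not measure dependence on single libraries. HFD-only regions numbered 265, 265 and 461 without HFD 1, HFD 2 and HFD 3, and 228, 204 and 345 without WT 1, WT 2 and WT 3. WT-only regions numbered 160, 132 and 119 without HFD 1, HFD 2 and HFD 3, and 335, 166 and 111 without WT 1, WT 2 and WT 3.

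**Figure D1:**
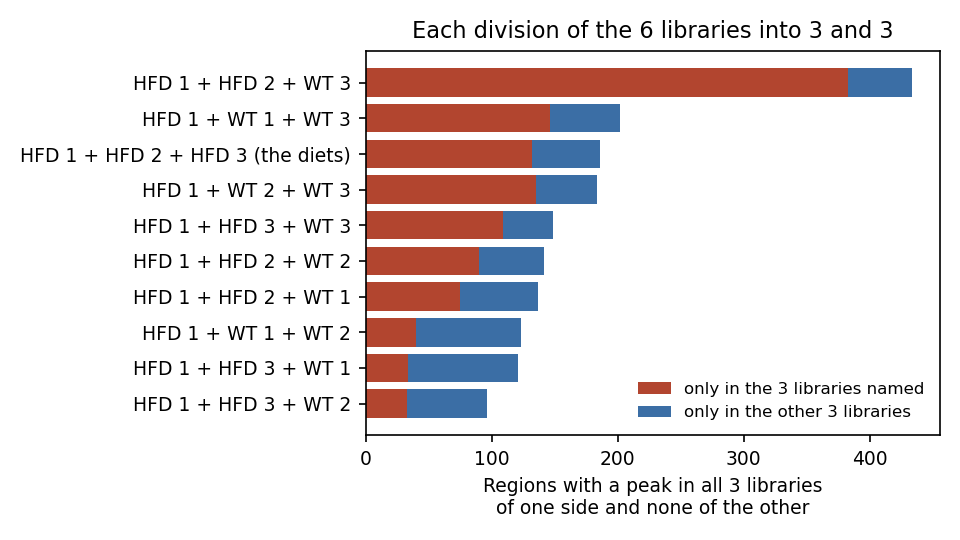
Number of regions with a peak in all 3 libraries of one side and in no library of the other (horizontal axis) for each of the 10 ways to divide the 6 libraries into 3 and 3 (vertical axis, named by the side with HFD 1). The diets separate 186 regions, and 2 other divisions separate more, 434 and 202.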

The distinguished m6A methylated patterns between two groups were displayed in Fig. 3A (2,462 in control and 3,139 in HFD mice). 

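Skeletal muscle genes had m6A peaks in WT 2 and WT 3 in numbers not seen in the other livers. Of 55 skeletal muscle genes listed before the data were examined, 28 had a peak in WT 2 and 39 in WT 3, against 3 in WT 1 and 4, 3 and 3 in HFD 1, HFD 2 and HFD 3. Table 1 had been seen when this list was made, so its overlap with the list is no independent result. Among the 20 peaks that Table 1 gives as lower in HFD mice, 11 lie in genes of this list, and 6 of these peaks were found in both WT 2 and WT 3 and in no other library. They lie in Tnnt3, a troponin of fast muscle (chromosome 7 from 142511257 to 142511373), in the myosin heavy chain gene Myh1, in Mb, which encodes myoglobin (chromosome 15 from 77017576 to 77017798), and in Tcap, Trim63 and Ankrd23. None of the 11 was found in WT 1. Hsd3b5, a steroid dehydrogenase of the liver (chromosome 3 from 98619302 to 98619520), was the only peak of Table 1 found in WT 1, and it was also found in WT 3.

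Of the 20 peaks given as lower in HFD mice, 11 were found in more WT than HFD libraries and 9 were found in no library. Of the 20 peaks given as higher in HFD mice, 3 were found in more HFD than WT libraries and 17 were found in no library. The 3 lie in Cidea, a lipid droplet gene (chromosome 18 from 67343702 to 67343840, found in HFD 2), in Ephb2 (HFD 2) and in Themis, a T cell gene (HFD 1 and HFD 2). None of the 40 peaks was found in all 3 libraries of the group in which the table gives it as higher. The paper does not describe how its differential peaks were called, so they need not come from the peak lists of single mice. With any peak of the same gene counted, 5 of the genes given as higher had a peak in more HFD libraries, among them Gprc5b, with peaks in all 3 HFD libraries and no WT library, and 1 had a peak in more WT libraries, Rgs16, with peaks in 1 HFD library and all 3 WT libraries. When WT 1 was taken as the only WT library, a comparison added after the data were seen, 1 peak given as lower in HFD mice was found in WT 1 and in no HFD library.

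The mean number of skeletal muscle genes with a peak was 3.33 ± 0.577 (SD, n = 3) in HFD mice and 23.3 ± 18.4 (SD, n = 3) in WT mice, a difference of -20.0 that the 3 WT mice did not share (two-sided exact permutation test, p = 0.4, smallest possible p = 0.1). The difference was -12.2 without WT 3 and -30.2 without WT 1. Of the 44 genes that Table 1 does not name, 20 had a peak in WT 2 and 30 in WT 3.

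**Figure D2:**
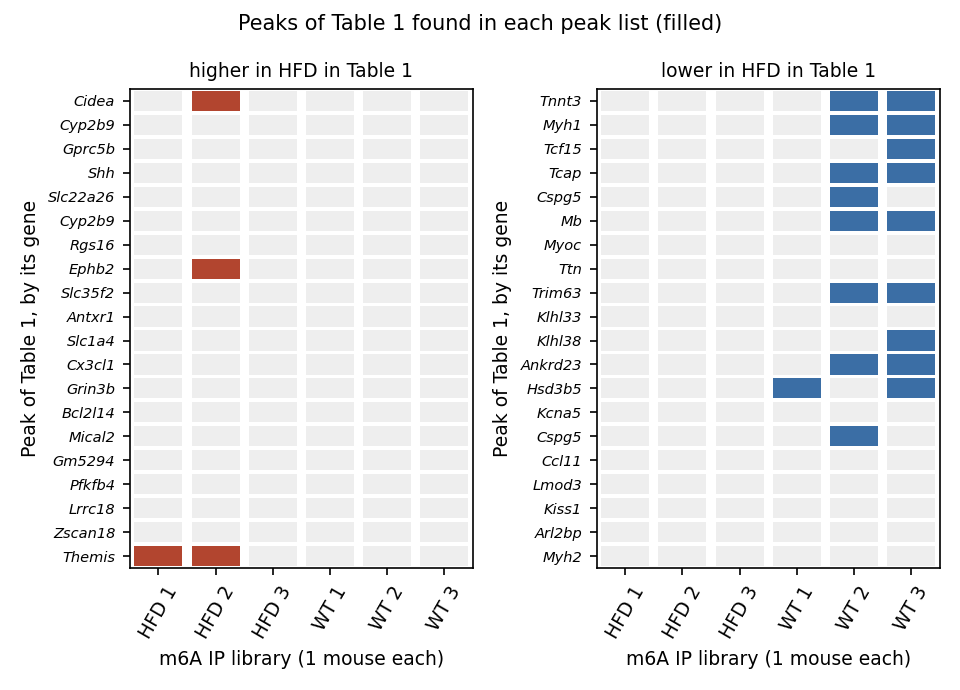
Peaks of Table 1 (vertical axis, by gene) that overlap a peak of each of the 6 peak lists (horizontal axis), filled where found. Peaks given as higher in HFD are on the left and peaks given as lower are on the right, where 10 of the 11 peaks found were found in WT 2 or WT 3 alone or in both.

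**Figure D3:**
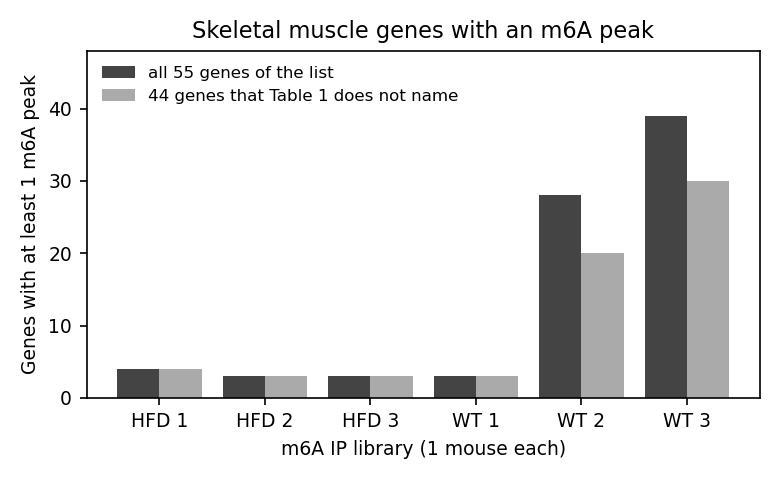
Number of skeletal muscle genes with at least 1 m6A peak (vertical axis) in each library (horizontal axis, 1 mouse each). Dark bars count all 55 genes of the list and light bars the 44 genes that Table 1 does not name.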

The first 20 differentially methylated m6A peaks are presented in Table 1. 

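Regions found in one group only lay on most chromosomes, and those of the skeletal muscle gene Neb, which encodes nebulin, made up 4 of the 9 WT-only regions on chromosome 2. HFD-only regions lay on 20 chromosomes and WT-only regions on 18, with none on chromosome Y, which held 11 of all regions. Chromosome 2 held the most of both kinds together, with 22 regions, followed by chromosomes 1 and 5 with 16 each. Chromosome 4 held 9 regions and ranked 11 among the chromosomes. Chromosomes 1, 2 and 4 together held 25.3% of the regions found in one group only and 21.0% of all regions. Chromosome 19 held 10 HFD-only regions, among them that of Cd274, which were 7.58% of the HFD-only regions against 3.08% of all regions (two-sided Fisher's exact test, p = 0.00774, adjusted p = 0.221).

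Of 42 Fisher's exact tests on 21 chromosomes, 4 had an unadjusted p under 0.05 and 0 passed after the Benjamini-Hochberg adjustment. With lists of equal length, chromosome 19 passed for HFD-only regions (10.6% against 3.12% of all regions, two-sided Fisher's exact test, adjusted p = 0.0287). When at least 2 libraries of one group and none of the other were asked for, chromosome 2 passed for WT-only regions (81 regions, 16.1% against 8.09%, same exact test, adjusted p = 8.99e-08). Of these 81 regions, 27 lie in Ttn, which encodes the muscle protein titin, and 19 in Neb, and without the genes of the skeletal muscle list, a comparison added after the data were seen, 33 regions were left (p = 0.926, adjusted p = 1, two-sided Fisher's exact test).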

Chromosomal distributions analysis revealed that both hypermethylated and hypomethylated m6A peaks were transcribed from all chromosomes, particularly from chr1, chr2 and chr4 (Fig. 3B). To investigate if these peaks contained the classic m6A consensus sequence RRm6ACU (R = A or G), we analyzed the top 5,000 most significant RNA methylation sites. Finally, 1,476 and 1,418 RNA methylation sites were identified on GGACU consensus sequence in HFD and WT mice, respectively (Fig. 3C). Consistent with previous reports (Zheng et al., 2017), it seems necessary for m6A mRNA modification to present the consistent sequence motif. To further detect the preferential distribution of m6A methylated sites throughout the whole transcriptome, these peaks were divided into five transcript fragments, including 5′untranslated region (5′UTR), 3′untranslated region (3′UTR), coding DNA sequence (CDS), start codon segment and stop codon segment. In HFD mice, m6A peaks were enriched within CDS (45.99%), stop codon (29.62%), start codon (15.43%), and followed by 5′UTR (5.93%) and 3′UTR (3.02%) (Fig. 3D). In the control group, m6A peaks were enriched within CDS (46.28%), stop codon (30.04%), start codon (14.96%), and followed by 5′UTR (5.54%) and 3′UTR (3.18%) (Fig. 3E). Consistent with previous studies (Pendleton et al., 2017), a topology study of m6A methylation from our data suggested that the majority of m6A modification sites appeared to be abundant in the protein translation reads regions, such as CDS, stop codon and start codon (Fig. 3F).

**Figure 2:**
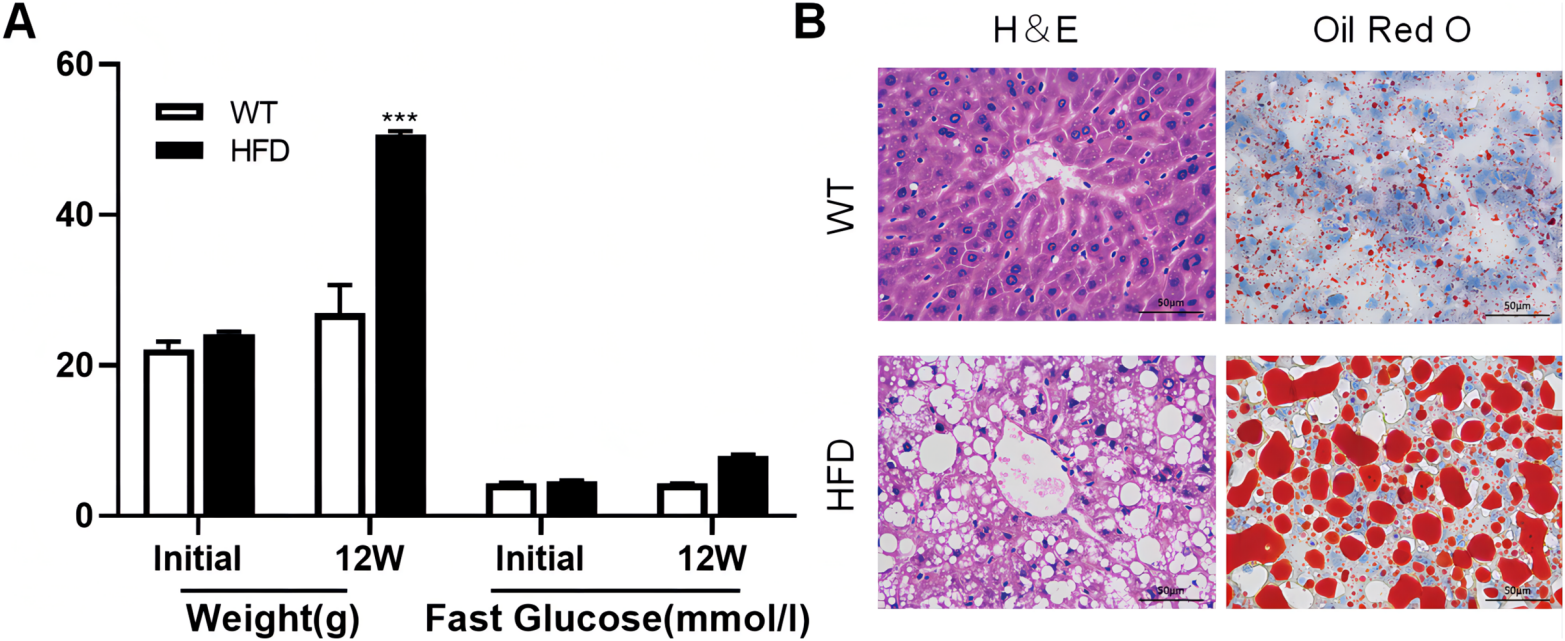
High fat diet (HFD)-induced NAFLD model was successfully established in the liver of mouse. (A) The weight and fast glucose of mice on the day of initiation and 12 week after intervention (*n* = 3). (B) Representative microscopic images of liver sections stained with Oil Red O and H&E (scale bars, 50 $\mu m$). ***P < 0.001. The data in (A) are presented as the means ± SEM. WT, wide type; HFD, high fat diet; H&E, hematoxylin-eosin; NAFLD, Non-alcoholic Fatty Liver.

**Figure 3:**
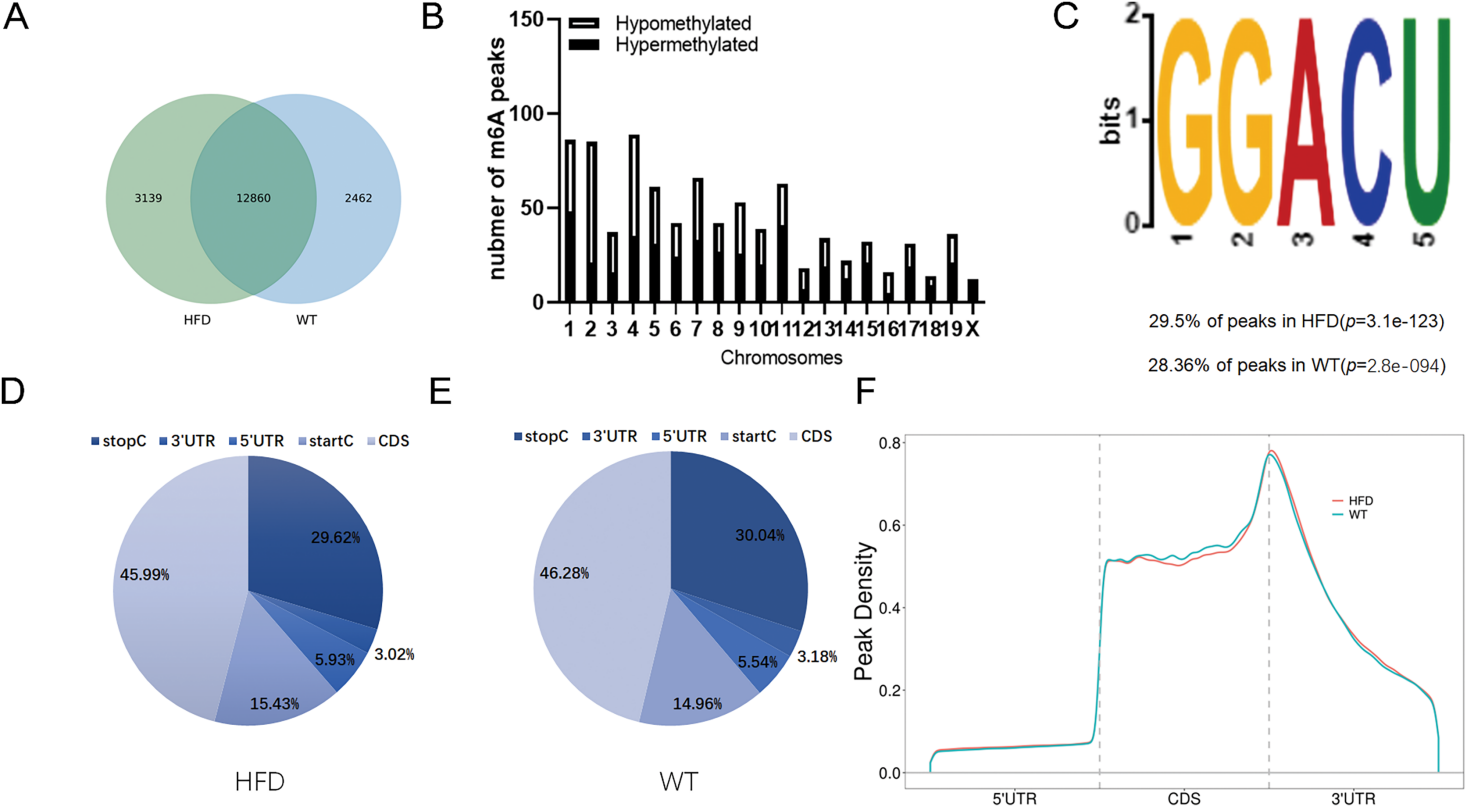
Overview of m6A methylation map within mRNA in HFD mice livers. (A) Venn diagram displaying the distinguished m6A peaks between HFD and WT mice livers. (B) Distributions of hypermethylated and hypomethylated m6A peaks in chromosomes. (C) The most common consensus motif (GGACU) confirmed from the altered m6A peaks of HFD and WT mice livers. (D and E) Pie charts showing the distribution of m6A methylated sites in HFD and WT mice livers. (F) Distributions of the region of average m6A peaks throughout the whole transcriptome in HFD and WT mice livers. CDS, Coding sequence; 3′UTR, 3′untranslated region; 5′UTR, 5′untranslated region.

**Table 1:** The top 20 differentially methylated peaks.

GeneName	GeneID	Foldchange	Regulation	Chromsome	Peak start	Peak end	Peak_length	*P*_value
Cidea	12683	242.9	Up	chr18	67,343,701	67,343,840	139	0.0000000026518
Cyp2b9	13094	161.748503	Up	chr7	26,210,102	26,210,380	278	0.000000092866
Gprc5b	64297	132.8	Up	chr7	118,995,061	118,995,211	150	0.000000001410
Shh	20423	92.3	Up	chr5	28,457,581	28,458,100	519	0.000000031307
Slc22a26	236149	90.4	Up	chr19	7,781,040	7,781,480	440	0.000000007325
Cyp2b9	13094	89.4313305	Up	chr7	26,201,090	26,201,232	142	0.000000070185
Rgs16	19734	85.3469388	Up	chr1	153,740,348	153,740,460	112	0.000000029918
Ephb2	13844	85.2	Up	chr4	136,654,961	136,655,220	259	0.000000913370
Slc35f2	72022	83.4	Up	chr9	53,816,961	53,817,220	259	0.000001089500
Antxr1	69538	83.4	Up	chr6	87,135,861	87,136,160	299	0.000000028610
Slc1a4	55963	80.8	Up	chr11	20,303,121	20,303,320	199	0.000000057371
Cx3cl1	20312	80.7	Up	chr8	94,781,301	94,781,560	259	0.000000761400
Grin3b	170483	79.4	Up	chr10	79,973,901	79,974,120	219	0.000001848800
Bcl2l14	66813	74.2	Up	chr6	134,432,145	134,432,340	195	0.000004890400
Mical2	320878	68	Up	chr7	112,315,141	112,315,380	239	0.000000888250
Gm5294	384244	67.6	Up	chr5	138,820,181	138,820,186	5	0.000000888230
Pfkfb4	270198	65.3	Up	chr9	109,031,661	109,031,860	199	0.000005620900
Lrrc18	67580	63.8	Up	chr14	33,012,661	33,012,797	136	0.000009528800
Zscan18	232875	62	Up	chr7	12,774,381	12,774,780	399	0.000009404000
Themis	210757	34.4934211	Up	chr10	28,761,281	28,761,620	339	0.000000000000
Tnnt3	21957	376.088889	Down	chr7	142,511,256	142,511,373	117	0.000000042890
Myh1	17879	261.064846	Down	chr11	67,214,941	67,215,307	366	0.000000040426
Tcf15	21407	211.3	Down	chr2	152,148,761	152,149,097	336	0.000000002345
Tcap	21393	210.543103	Down	chr11	98,384,561	98,384,940	379	0.000000028146
Cspg5	29873	208.8	Down	chr9	110,246,821	110,247,160	339	0.000000001822
Mb	17189	195.738806	Down	chr15	77,017,575	77,017,798	223	0.000000031764
Myoc	17926	191.1	Down	chr1	162,648,661	162,649,180	519	0.000000002870
Ttn	22138	174.5	Down	chr2	76,826,074	76,826,152	78	0.000000003882
Trim63	433766	157.5	Down	chr4	134,327,704	134,327,782	78	0.000000003126
Klhl33	546611	140.9	Down	chr14	50,891,561	50,891,941	380	0.000000001160
Klhl38	268807	134.6	Down	chr15	58,314,572	58,314,780	208	0.000000002856
Ankrd23	78321	127.24	Down	chr1	36535,681	36,535,729	48	0.000000010976
Hsd3b5	15496	123.951557	Down	chr3	98,619,301	98,619,520	219	0.000000154970
Kcna5	16493	124.6	Down	chr6	126,533,441	126,533,880	439	0.000000003911
Cspg5	29873	114.5	Down	chr9	110,246,064	110,246,480	416	0.000000000023
Ccl11	20292	105.3	Down	chr11	82,061,678	82,061,790	112	0.000000013596
Lmod3	320502	102.1	Down	chr6	97,247,521	97,247,800	279	0.000000020285
Kiss1	280287	95.1	Down	chr1	133,329,841	133,329,901	60	0.000000089221
Arl2bp	107566	92.2	Down	chr8	94,674,241	94,674,457	216	0.000000002080
Myh2	17882	92.0215827	Down	chr11	67,193,610	67,193,760	150	0.000000017479

### Conjoint analysis of RNA-seq and MeRIP-seq data

In Fig. 4A, RNA-seq data showed 2,883 DEGs in HFD mice compared with the control (fold change ≥ 2 and *P* < 0.05), including 2,071 upregulated genes and 812 downregulated genes. Hierarchical cluster analysis further revealed the distinguished gene expression patterns between two groups (Fig. 4B). By conjoint analysis of RNA-seq and MeRIP-seq data (Fig. 4C), 202 hypermethylated m6A peaks were identified in mRNA transcripts containing 200 upregulated expressed genes (200; hyper-up) and two downregulated expressed genes (2; hyper-down). A total of 214 hypomethylated m6A peaks were identified containing one upregulated expressed genes (1; hypo-up) and 213 downregulated expressed genes (213; hypo-down). The top 20 DEGs containing differentially methylated sites are listed in Table 2.

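Mogat1 and Bcl6, which encodes a transcriptional repressor, had m6A peaks in all 3 HFD mice and in no WT mouse. The Bcl6 peak lay on chromosome 16 from 23972245 to 23973219, with the authors' fold enrichment at 7.16, 5.81 and 5.10 in HFD 1, HFD 2 and HFD 3. Osbpl3, an oxysterol-binding protein, and Krt23, a keratin, had peaks in HFD 1 and HFD 3, and the T cell gene Themis in HFD 1 and HFD 2. Cdkn1a, which encodes the cell cycle inhibitor p21, had peaks in all 3 HFD libraries and in WT 3. Cyp2a22, Tceal8, Pcp4l1, Ifi27l2b, Slco1a1, Des and Ugt2b37 had peaks in all 6 libraries. None of the 6 genes of major urinary proteins in Table 2 had a peak in any library, and neither did Pck1, Sqle, Cyp2b9, Cidec or Lgals1. Slc25a4, a mitochondrial ADP and ATP carrier, had peaks in WT 2 and WT 3, the libraries with peaks in skeletal muscle genes.

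Of the 20 genes that Table 2 gives as higher in HFD mice, 10 had a peak in more HFD than WT libraries, 6 in equal numbers and 4 in no library. Of the 19 genes given as lower, 2 had a peak in more WT libraries, 1 in more HFD libraries (Serpina1e, in HFD 1 and HFD 3), 5 in equal numbers and 11 in no library. The direction of detection was that of expression in 12 of the 13 genes with unequal numbers (two-sided Fisher's exact test, p = 0.0385). The study chose these genes on the same samples, so the count is not independent evidence of its direction. The 2 agreeing genes given as lower were Socs2 and Slc25a4, which shared its libraries with the skeletal muscle genes. Detection of a peak depends on expression as well as on methylation, so the agreement does not show a change of methylation. The test gave p = 0.00366 with lists of equal length, p = 0.00879 without HFD 1 and p = 0.0147 without HFD 3 or WT 3, but p = 0.547 without HFD 2, p = 0.117 without WT 1 and p = 0.245 without WT 2, and p = 0.143 with only the peaks at or above the median fold enrichment of their own list (two-sided Fisher's exact tests).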

**Figure 4:**
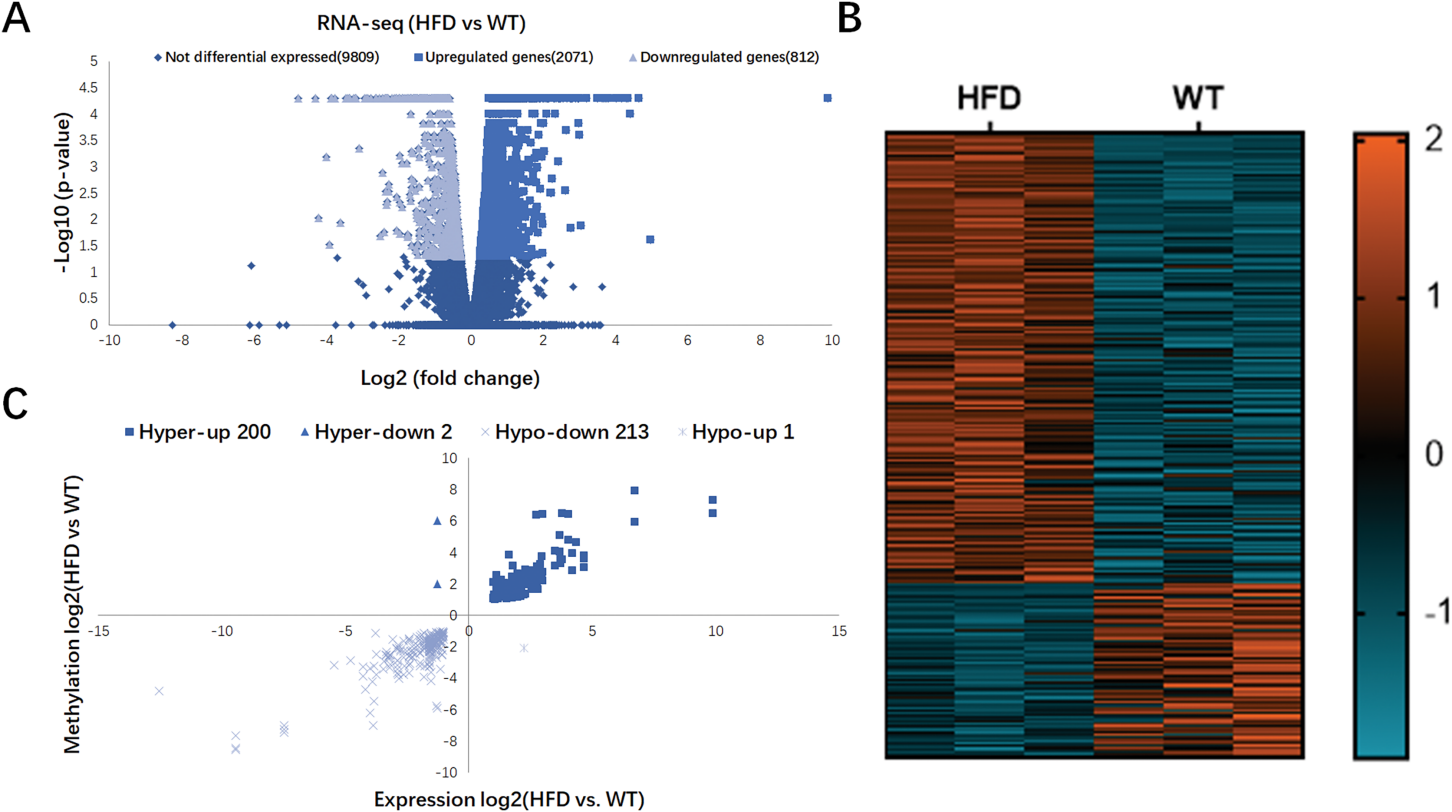
Conjoint analysis of RNA-seq and MeRIP-seq data. (A) Volcano plots exhibiting the differentially expressed genes in HFD and WT mice livers. (B) Heatmap plots presenting the differentially expressed genes in HFD and WT mice livers. (C) Four quadrant plots showing the distribution of differentially expressed genes and differentially methylated genes in HFD and WT mice livers.

**Table 2:** The top 20 differentially expressed genes containing diferentially methylated peaks.

Gene	Strand	Fold change	Regulation	*P*-value
Cyp2b9	+	946.0023781	Up	0.00005
Cidea	+	106.1484872	Up	0.04265
Cyp2a22	−	25.42419165	Up	0.00005
Thrsp	−	20.48420504	Up	0.00005
Osbpl3	−	18.23754964	Up	0.00005
Ly6d	−	13.2576209	Up	0.00005
Themis	+	12.8992922	Up	0.00005
Mogat1	+	11.37993175	Up	0.00005
Tceal8	−	7.931149622	Up	0.00005
Gdf15	−	7.913412708	Up	0.00005
Lgals1	+	7.8846133	Up	0.00005
Cidec	−	7.852271194	Up	0.00005
Serpina7	−	7.830964457	Up	0.00005
Pcp4l1	−	5.946043427	Up	0.00005
Abcd2	−	5.87077107	Up	0.00005
Krt23	−	5.639119829	Up	0.00005
Cdkn1a	+	5.548277705	Up	0.00005
Bcl6	−	5.467002366	Up	0.00005
Ifi27l2b	−	5.372747358	Up	0.00005
Wfdc2	+	4.984780575	Up	0.00005
Mup7	−	−13.4412928	Down	0.00005
Cyp4a12b	+	−10.90796446	Down	0.00005
Serpina1e	−	−10.66040246	Down	0.00005
Mup12	−	−10.10326718	Down	0.00005
Cyp4a31	+	−9.141304131	Down	0.00005
Mup1	−	−9.020578762	Down	0.00005
Slco1a1	−	−7.40756818	Down	0.00005
Mup15	−	−7.172668723	Down	0.00005
Des	+	−6.118211584	Down	0.00005
Slc25a4	−	−5.743459549	Down	0.00005
Smad9	+	−4.84188898	Down	0.00005
Mup19	−	−4.473921677	Down	0.00005
Ugt2b37	−	−4.311500359	Down	0.00005
Etnppl	+	−4.198546599	Down	0.00005
Sqle	+	−4.173593235	Down	0.00005
Pck1	+	−3.940612803	Down	0.00005
Ugt2b38	−	−3.90115143	Down	0.00005
Mup21	−	−3.732494152	Down	0.00005
Socs2	−	−3.674225061	Down	0.00005

### GO and KEGG pathway analysis of differentially methylated mRNAs

To better understand the roles of m6A modification in NAFLD, GO and KEGG pathway analysis were carried out on the differentially methylated genes. GO analysis revealed that the hypermethylated peaks in HFD mice were involved in the regulation of triglyceride, fructose, bile acid and chronic inflammation (ontology: biological process; Fig. 5A), long-chain fatty acid binding, arachidonic acid epoxygenase activity, oxidoreductase activity and transforming growth factor beta receptor binding (ontology: molecular function; Fig. 5A). 

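The guanylate-binding protein genes Gbp2, Gbp9 and Gbp10, which act in the defense against pathogens inside cells, had HFD-only regions and made up 3 of 10 genes of the defense response to protozoan, the biological process with the lowest p among genes with HFD-only regions (two-sided Fisher's exact test, p = 0.00108, adjusted p = 0.863), and 3 of 12 genes of the cellular response to interferon-gamma (p = 0.00192, adjusted p = 0.863). Heterophilic cell-cell adhesion had the same p as the latter, with Colec10, Itga5 and Selp. Of 15 genes of the response to interferon-beta, 3 had an HFD-only region, which were Gbp2, Ifi203 and Ifi204 (p = 0.00378 and adjusted p = 0.863 by the same exact test). The genes of these terms were chosen after their values were seen. Of 9 genes of fatty acid and triglyceride synthesis in the list fixed before the data were examined that could be tested, Mogat1 alone had an HFD-only region, and it was in the background only through such peaks (two-sided Fisher's exact test, p = 0.180, adjusted p = 1). Of 10 such genes of bile acid synthesis and transport, none had one, where 0.218 were expected. In the list of fatty acid oxidation, 2 of 13 genes had one, Abcd2 and Acadm, which encodes a mitochondrial acyl-CoA dehydrogenase and had a peak elsewhere in WT 1 (p = 0.0313, adjusted p = 0.322, same exact test).

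Terms were taken from the annotation in the peak lists, a comparison added after the data were seen, and tested over 5882 genes with a region found in at least 3 of the 6 libraries. The triglyceride metabolic process had an HFD-only region in 0 of 9 genes and the bile acid metabolic process in 0 of 5. Arachidonic acid epoxygenase activity had one in 1 of 10 genes (Cyp2c39, exact p = 0.198), oxidoreductase activity in 3 of 150 (Acadm, Cyp2c39 and Hmox2, 3.26 expected) and transforming growth factor beta receptor binding in 0 of 19. Only 128 of the 5882 genes had an HFD-only region, so 0.196, 0.109 and 0.413 genes were expected in the terms with 0. Such a count of 0 tells little. Chronic inflammation (Vnn1) had too few genes with a peak to be tested. Of 959 biological processes and 835 molecular functions, 0 passed for HFD-only regions after the Benjamini-Hochberg adjustment by Fisher's exact test, and 24 and 5 had an unadjusted p under 0.05. With a peak in at least 2 HFD libraries and no WT library as the criterion, and with the background widened with it to 6699 genes, fatty acid and triglyceride synthesis counted 5 of 13 genes, which were Elovl2, Gpam, Lpin2, Mogat1 and Scd2. Of these, Elovl2, Gpam, Mogat1 and Scd2 had no peak in a WT library and were in the background only through the counted peaks, so no p is given.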

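Genes with a WT-only region included 7 of 136 genes annotated to the negative regulation of transcription, among them Nostrin, Tfdp2 and the corepressor gene Rcor1 (two-sided Fisher's exact test, p = 0.000132, adjusted p = 0.253). Fdft1, which encodes squalene synthase and had peaks elsewhere in all 3 HFD libraries, was the only one of 4 testable genes of cholesterol synthesis with a WT-only region (p = 0.0336, adjusted p = 0.322, same exact test). Genes annotated to triglyceride catabolism with a peak were Apob, Ddhd2, Lipc and Lpl, those of the insulin-like growth factor receptor pathway were Gigyf1, Gigyf2 and Grb10, and fatty acid synthase activity had Fasn. None of these 8 genes had a WT-only region, nor did the genes of Wnt-activated receptor activity (0 of 7), and no gene annotated to lipid digestion had a peak. Only 50 of the 5882 genes had a WT-only region, and 0.0595 were expected for Wnt-activated receptor activity. These absences thus tell little. With a peak in at least 2 HFD libraries and no WT library as the criterion, Apob and Gigyf2 had a region. Apob had peaks in all 3 HFD libraries and in no WT library. Rcor1 and these term members were chosen after their values were seen.

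At the wider criterion of a peak in at least 2 WT libraries and no HFD library, muscle contraction counted 11 of 17 genes, among them Myh1, Ttn and Trim63, and the myofibril 11 of 15, among them Neb, Myh2 and Ankrd23. The fixed skeletal muscle list counted 27 of 28 genes. Of this list, 24 genes had a peak in exactly WT 2 and WT 3 and were in the background only through the peaks that were counted, so no p is given for these counts. At the criterion of all 3 libraries, 0 of 959 biological processes and 0 of 835 molecular functions passed for WT-only regions by Fisher's exact test, with 25 and 12 at an unadjusted p under 0.05.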

The hypomethylated genes were strongly associated with triglyceride catabolic process, lipid digestion and insulin-like growth factor receptor signaling pathway (ontology: biological process; Fig. 5B), fatty acid synthase activity and Wnt-activated receptor activity (ontology: molecular function; Fig. 5B). Notably, KEGG pathway analysis showed that the hypermethylated genes were mainly enriched in fatty acid metabolic pathways, PPAR signaling pathway, Toll-like receptor signaling pathway, MAPK signaling pathway, TNF signaling pathway and NF-κB signaling pathway (Fig. 5C). Additionally, the hypomethylated genes were mainly enriched in insulin signaling pathway, AMPK signaling pathway and cGMP-PKG signaling pathway (Fig. 5D). Collectively, these data indicated the potential mechanisms of m6A methylation in NAFLD progression were closely correlated with the disruption of glucolipid metabolism and activation of hepatic inflammatory responses.

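Acadm, which breaks down medium-chain fatty acids, was the single gene with an HFD-only region in fatty acid metabolism (1 of 19 genes, exact p = 0.342), in fatty acid degradation (1 of 14, p = 0.265) and in the PPAR signaling pathway (1 of 19, p = 0.342). Its region lay on chromosome 3 from 153937703 to 153937783, with the authors' fold enrichment at 2.29, 2.56 and 2.97 in the HFD libraries. Traf6, an adaptor of Toll-like receptor signaling, had an HFD-only region on chromosome 2 from 101700425 to 101701332, at 5.10, 5.14 and 6.33, while all 3 WT libraries had peaks elsewhere in this gene. It was the single such gene of the Toll-like receptor signaling pathway (1 of 33 genes, exact p = 0.517) and of the MAPK signaling pathway (1 of 96, p = 0.725), and with Bcl2a1b it made 2 of 39 genes of NF-kB signaling (p = 0.208). The TNF signaling pathway had Mlkl, a mediator of necroptosis (1 of 43 genes, exact p = 0.613).

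These p-values come from two-sided Fisher's exact tests of the pathway annotation in the peak lists, and the adjusted p was 1 for each. Of 257 pathways, 0 passed after the Benjamini-Hochberg adjustment and 5 had an unadjusted p under 0.05, led by the hematopoietic cell lineage with 3 of 22 genes (Cd59a, Csf2ra and Itga5, exact p = 0.0115). Glutathione metabolism had Ggct and Gsta1, enzymes of glutathione turnover and conjugation, in 2 of 10 genes (exact p = 0.0189). Both were in the background only through the counted peaks, which can lower this p. With a peak in at least 2 HFD libraries and no WT library as the criterion, fatty acid metabolism counted 5 of 21 genes, which were Acadm, Acsl1, Elovl2, Hadha and Scd2, and no p is given, since Elovl2 and Scd2 were in the background only through the counted peaks. Bcl2a1b, Mlkl and the genes of the hematopoietic cell lineage and of the wider criterion were chosen after their values were seen.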

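Nfkbia, which encodes an inhibitor of NF-kB, had a WT-only region on chromosome 12 from 55492300 to 55492647, with the authors' fold enrichment at 4.66, 3.82 and 8.70 in WT 1, WT 2 and WT 3. None of 49 genes annotated to the AMPK signaling pathway had a WT-only region, where 0.417 were expected. Of 257 pathways, 0 passed for WT-only regions after the Benjamini-Hochberg adjustment of two-sided Fisher's exact tests, and 7 had an unadjusted p under 0.05.

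With a peak in at least 2 WT libraries and no HFD library as the criterion, cGMP-PKG signaling counted 9 of 71 genes. These include Slc25a4 and Myh7, a myosin heavy chain gene that the skeletal muscle list also holds and that was chosen after its values were seen. The fixed list of cGMP-PKG genes counted 8 of 44 at this criterion, and 7 of 41 at the criterion of all libraries without WT 1. The Tight junction pathway counted 14 of 68 genes at the wider criterion, among them Myh1 and Myh2. No p is given for these counts, since some of the genes, such as Slc25a4, Myh1 and Myh2, were in the background only through the counted peaks.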

**Figure 5:**
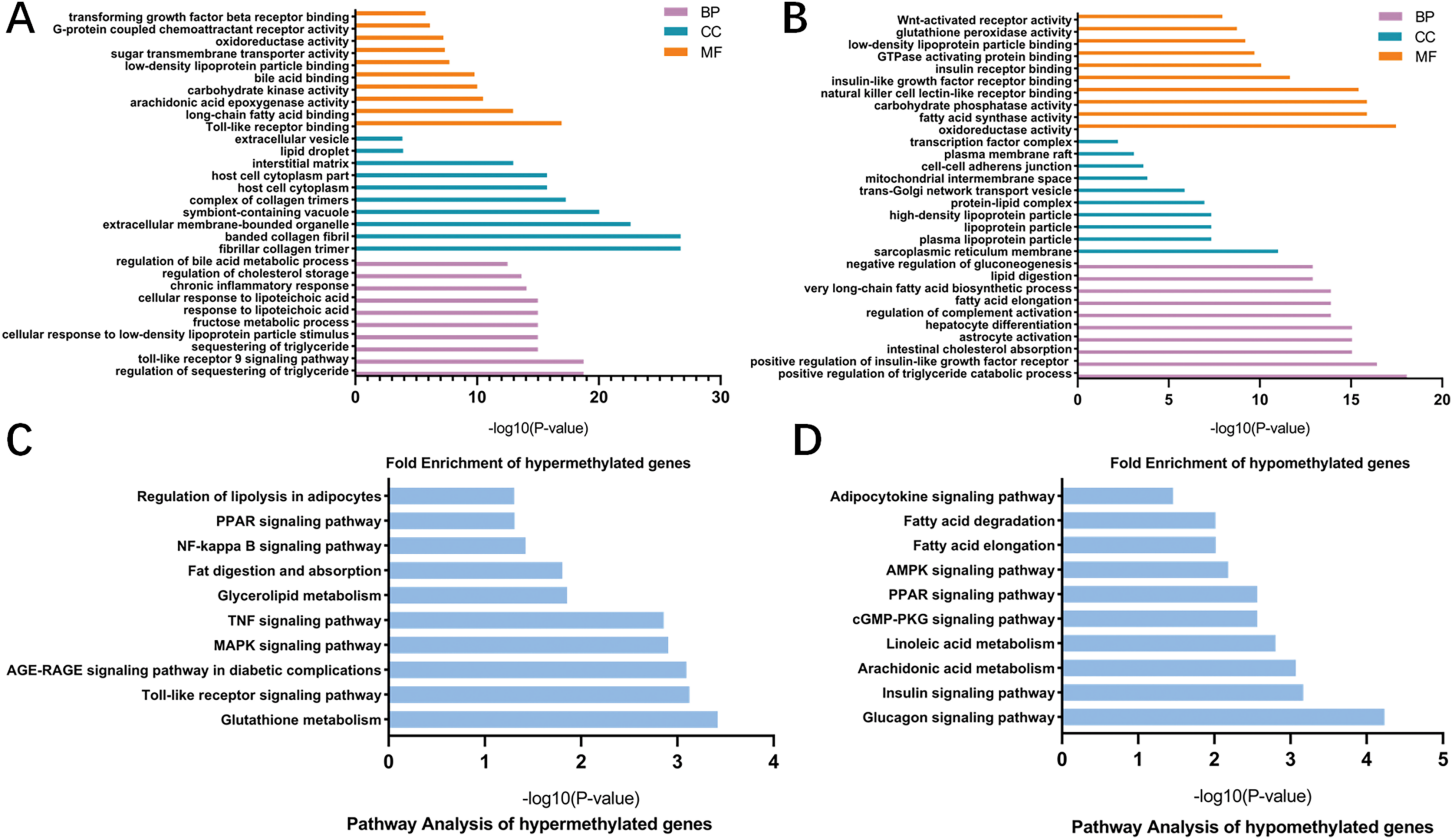
GO and KEGG pathway analysis of differentially methylated genes. (A) GO analysis showing the top 10 GO categories containing hypermethylated genes. (B) GO analysis showing the top 10 GO categories containing hypomethylated genes. (C) KEGG pathway analysis revealing the top 10 pathways of hypermethylated genes. (D) KEGG pathway analysis revealing the top 10 pathways of hypomethylated genes. GO, Gene ontology; KEGG, Encyclopedia of Genes and Genomes; MF, molecular function; CC, cellular components; BP, biological process.

### Both m6A enrichment and expression levels of *CIDEA* were significantly upregulated in HFD mice livers

From the top 20 DEGs containing differentially methylated peaks, we selected several genes that have been reported to be involved in NAFLD progression as candidate genes, including *CIDEA*, *THRSP*, *OSBPL3*, *GDF15* and *LGALS1*, for further analysis. MeRIP-seq analysis of these genes revealed that enhanced m6A modifications were found within all of these genes in HFD group, especially *CIDEA* genes (fold change ≥ 240 and *P* = 0.0000, Fig. 6C). 

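Cidea, which encodes a lipid droplet protein, had an m6A peak in HFD 2 only, on chromosome 18 from 67343564 to 67343840. The authors' fold enrichment of this peak was 7.06, higher than that of 46.2% of the peaks in the same list. Osbpl3 had peaks on chromosome 6 in HFD 1 from 50294547 to 50295819 (fold enrichment 12.65, above 74.5% of the peaks in its list) and in HFD 3 from 50295002 to 50296667 (9.64, above 67.2%). Thrsp, a regulator of lipid synthesis, had a peak on chromosome 7 in HFD 2 from 97412938 to 97413515 (5.18) and another in WT 3 from 97417032 to 97417677 (4.95). Gdf15, a stress-induced cytokine, had a peak on chromosome 8 from 70629393 to 70630174 in HFD 2 (4.93) and in WT 3 (6.99). Lgals1, which encodes galectin 1, had no peak in any library. Of the 5 genes, 2 thus had a peak in more HFD than WT libraries, 2 in equal numbers and 1 in none, and no gene had a peak in all 3 mice of a group. With only the peaks at or above the median fold enrichment of their own list, 1 gene had a peak in more HFD libraries, and with lists of equal length 3 had. Detection in 1 or 2 of 3 mice is too little for a test of a single gene. The paper states that m6A was enhanced in each of these genes in HFD mice, and it selects Cidea as the target gene because it was the candidate with the highest methylation. A count of libraries with a peak does not measure the fold changes of enrichment on which the paper rests this.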

RNA-seq analysis of these genes showed that the mRNA abundance of *CIDEA* (*P* = 0.0003), *GDF15* (*P* = 0.0003) and *LGALS1* (*P* = 0.00002) in HFD mice was remarkably elevated after HFD feeding, so as *OSBPL3* (*P* = 0.002) and *THRSP* (*P* = 0.028) (Fig. 6D). Given that *CIDEA* was the the most methylated candidate gene, it was selected as an important target genes for the association between m6A methylation and NAFLD progression in HFD mice. qRT-PCR analysis revealed that *CIDEA* gene was overexpressed at transcriptional level in HFD mice livers (fold change ≥ 1 and *P* = 0.002, Fig. 6E). Next, immunohistochemistry analysis was performed to further validate the expression levels of *CIDEA*. Importantly, the positive particles in liver sections were more diffusely distributed in HFD mice than in WT mice (*P* = 0.012, Figs. 7G and 7H). All together, these outcomes demonstrated that changes in m6A might contribute to the dysregulated gene expressions in NAFLD, especially *CIDEA* gene.

**Figure 6:**
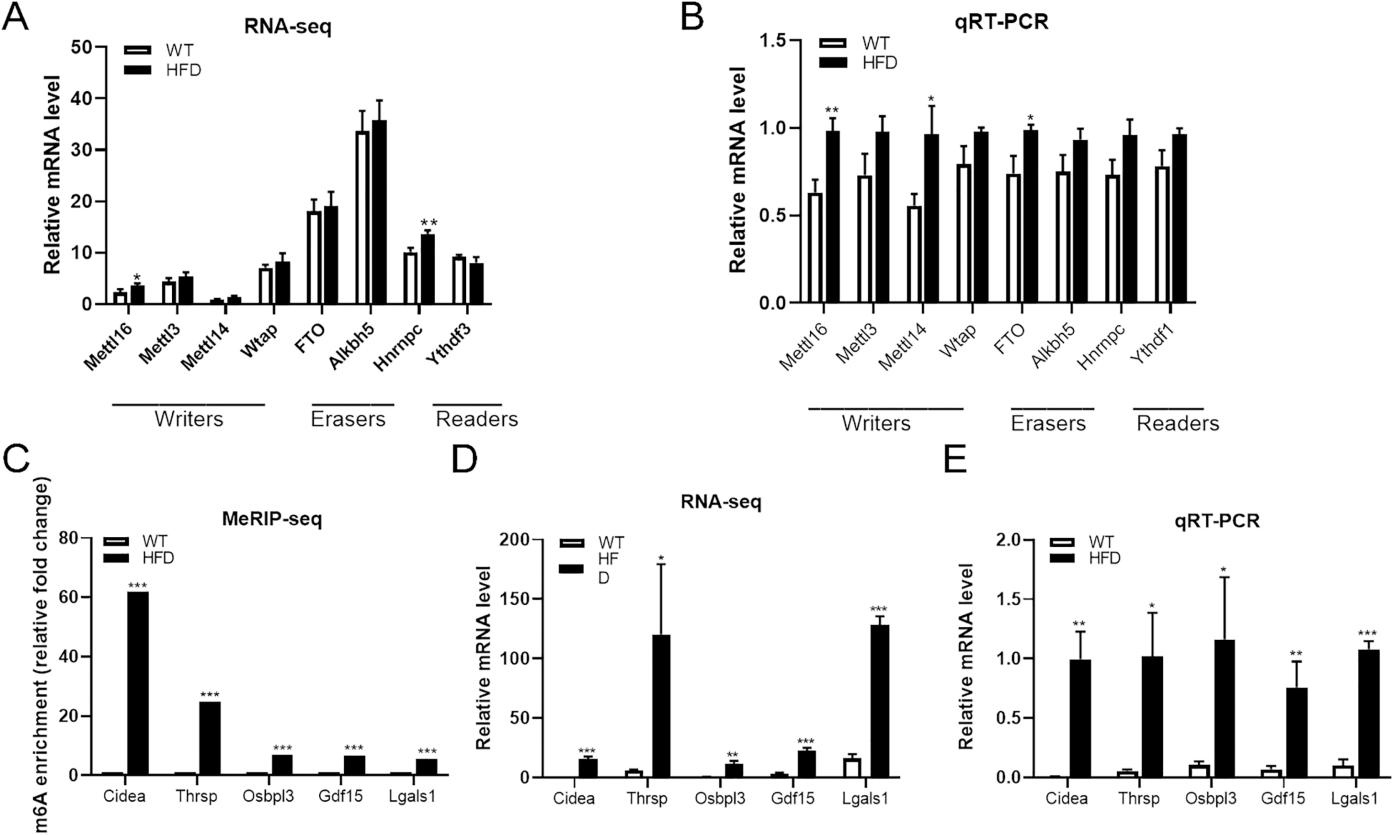
Further analysis of m6A methylation modulators and candidate genes. (A) RNA-seq analysis of m6A methylation modulators including methyltransferase “writers”, demethylases “erasers” and m6A-binding proteins “readers” in HFD and WT mice livers (*n* = 3). (B) The mRNA expression levels of METTL16, METTL14 and FTO were substantially increased in HFD mice livers when evaluated by qRT-PCR (*n* = 3). (C) The m6A enrichment of candidate genes were significantly upregulated in HFD mice livers (*n* = 3). (D) The mRNA abundance of candidate genes were substantially upregulated in HFD mice livers when assessed by RNA-seq (*n* = 3). (E) qRT-PCR analysis of the mRNA expression levels of candidate genes showing that relative mRNA levels were remarkably increased in HFD mice livers (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001. The data in (A–E) are presented as the means ± SEM. Candidate genes: *CIDEA*, *THRSP*, *OSBPL3*, *GDF15* and *LGALS1*, selected from the top 20 differentially expressed genes containing differentially methylated sites and have been proven associated with the NAFLD progression.

**Figure 7:**
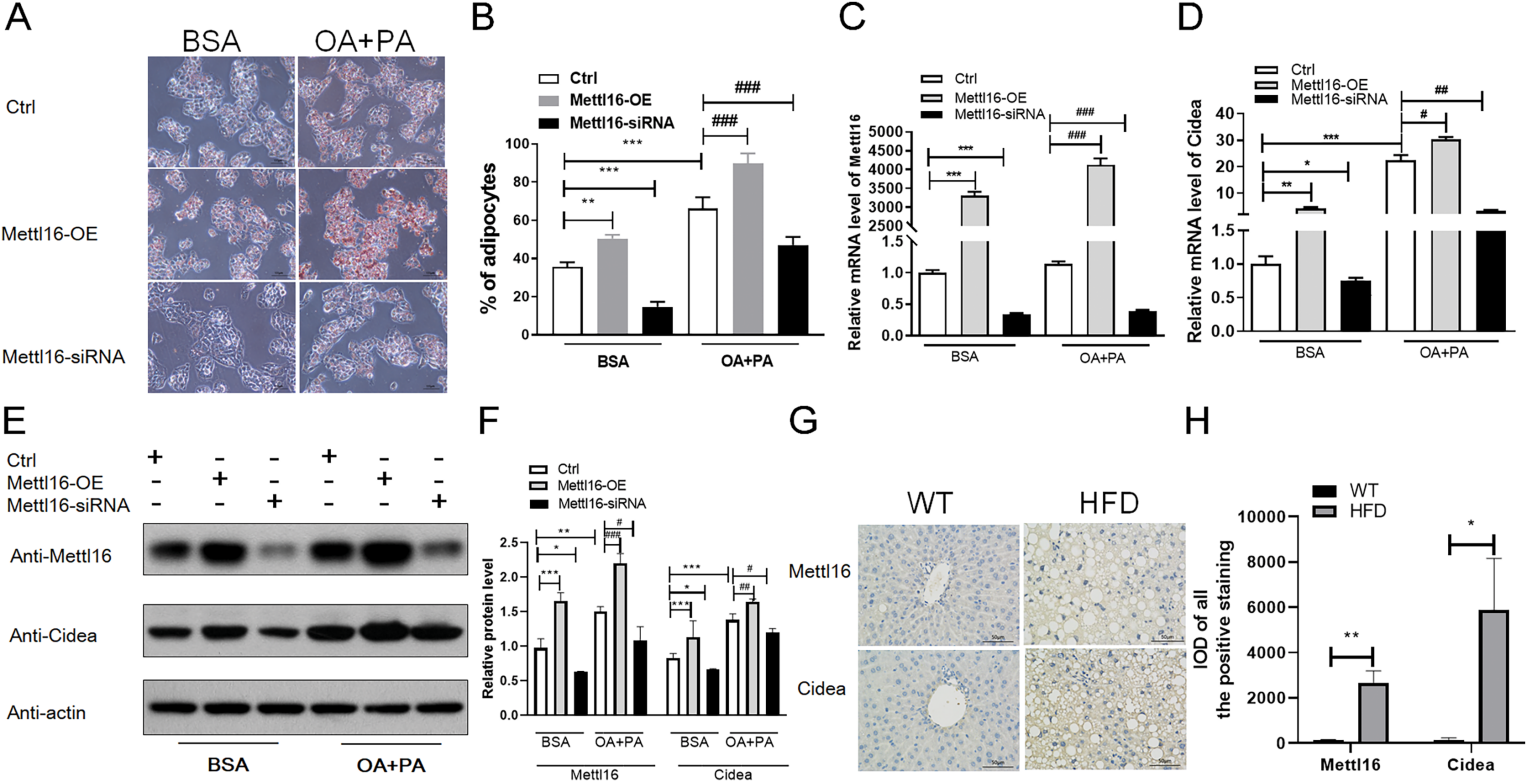
METTL16-mediated m6A methylation promoted the NAFLD progression through upregulating the expression levels of *CIDEA*. (A–F) Following METTL16 overexpression or knockdown in HepG2 cells, oleic-palmitic acid-induced lipid accumulation model was used (*n* = 3); (A) representative microscopic images of HepG2 cells stained with Oil Red O (scale bars, 50 $\mu m$); (B) the percentage of adipocytes in HepG2 cells; (C) qRT-PCR analysis of the mRNA expression levels of METTL16 in HepG2 cells; (D) qRT-PCR analysis of the mRNA expression levels of *CIDEA* in HepG2 cells; (E and F) western blot analysis of the expression levels of *CIDEA* and METTL16 in HepG2 cells. (G) Representative microscopic images of immunohistochemistry analysis of METTL16 and *CIDEA* in mice liver sections (scale bars, 50 $\mu m$). (H) The expression levels of METTL16 and *CIDEA* were significantly upregulated in HFD mice livers when evaluated by immunohistochemistry analysis. *P < 0.05; **P < 0.01; ***P < 0.001; #*P* < 0.05; ##*P* < 0.01; ###*P* < 0.001. The data in (B–D) and (F) (H) are presented as the means ± SEM. BSA, bovine serum albumin; OA+PA; oleic acid+palmitic acid; Ctrl, normal HepG2 cells without METTL16 overexpression or knockdown; METTL16-OE, HepG2 cells were transfected with plasmid to overexpress gene; METTL16- siRNA, HepG2 cells were transfected with METTL16 siRNA to silence gene.

### The expression levels of METTL16 were substantially increased in HFD mice livers

To further explore the driving forces behind differential m6A methylation patterns between HFD and WT mice, we evaluated the mRNA expression levels of major m6A regulators, including writers (METTL16, METTL3, METTL14, WTAP), erasers (FTO, ALKBH5) and readers (YTHDF3, HNRNPC). RNA-seq analysis revealed that the mRNA abundance of METTL16 (*P* = 0.028) and HNRNPC (*P* = 0.005) were substantially elevated in HFD mice livers (Fig. 6A). qRT-PCR analysis showed that the mRNA expression levels of methyltransferases METTL16 were dramatically increased in response to HFD challenge (*P* = 0.004), while other methyltransferases were less remarkably altered (such as METTL14, Fig. 6B). Furthermore, small differences in gene expression were found in the demethylase FTO between two groups (*P* = 0.015, Fig. 6B). By conjoint analysis of RNA-seq and qRT-PCR data, and considering that NAFLD-related genes exhibited enhanced m6A modifications in above analysis, as well as the catalytic function of m6A-related enzymes, METTL16 was selected as a significant marker of the upregulated m6A methylation in HFD mice liver. Immunohistochemistry analysis of METTL16 displayed that positive particles were diffusely distributed in the cytoplasm of hepatocytes in HFD mice, further confirming that the expression levels of METTL16 were significantly elevated in the development of hepatic steatosis (Figs. 7G and 7H).

### METTL16-mediated m6A methylation upregulated the expression levels of *CIDEA* in HepG2 cells

According to previous study (Chung et al., 2019), HepG2 cells treated with oleic and palmitic acid were regularly used to establish NAFLD models *in vitro* by simulating hepatic lipid deposition *in vivo*. To verify whether METTL16-mediated m6A modification indispensably contributed to the overexpression of *CIDEA* in NAFLD, METTL16 transfection and gene silencing with METTL16 siRNA were performed in HepG2 cells to construct the overexpression and konckdown models of METTL16. First, we assessed the expression levels of METTL16 by qRT-PCR analysis, and observed that its mRNA levels were remarkably increased in hepatocytes with METTL16-OE and decreased in that with METTL16-siRNA (Fig. 7C). The western blot analysis further verified that METTL16-OE and Mettl16-siRNA models were successfully constructed as expected (Figs. 7E and 7F). In addition, both the mRNA and protein levels of METTL16 were dramatically increased in hepatocytes treated with FFAs compared with those treated with BSA only (Figs. 7C, 7E and 7F), which was consistent with the outcomes in HFD-induced mice model. Subsequently, qRT-PCR and western blot analysis of *CIDEA* revealed that FFAs led to a significant increase in the mRNA and protein expression levels of *CIDEA* (Figs. 7D–7F) and promoted lipid droplets accumulation (Figs. 7A and 7B) in hepatocytes. Moreover, we observed that forced expression and knockdown of METTL16 dramatically increased and bluntd the expression levels of *CIDEA*, respectively (Figs. 7D–7F). We also observed that FFAs induced higher expression levels of *CIDEA* in METTL16-OE-transfected hepG2 cells compared with controls (Figs. 7D–7F). Taken together, these results revealed that METTL16-mediated m6A methylation would upregulate the expression levels of downstream target genes *CIDEA* in HepG2 cells.

## Discussion

In this study, we explored the significant changes of m6A methylation patterns in HFD-induced mice livers, and found that the mRNA expression levels of NAFLD-associated genes were also simultaneously altered. Intriguingly, we first detected a significant increase in the m6A methyltransferase METTL16 in mice and cell NAFLD models, and further confirmed that the expression levels of downstream target genes *CIDEA* were remarkably upregulated, which implied that METTL16 could become a novel molecular indicator and a potential therapeutic target for NAFLD.

Conjoint analysis of RNA-seq and MeRIP-seq data revealed that elevated m6A methylation levels on *CIDEA*, *THRSP*, *OSBPL3*, *GDF15* and *LGALS1* in HFD mice livers were significantly positively correlated with the mRNA expression levels of these mRNAs (Figs. 6C and 6D). Selected from these lipogenesis genes, *THRSP*, whose mRNA was hypermethylated with 24-fold change and upregulated with over 20-fold change in HFD mice livers, has been confirmed that it would result in lipid accumulation and glucose homeostasis imbalance in human hepatocytes (Zeng et al., 2018). *OSBPL3*, whose mRNA was hypermethylated with 18-fold change and upregulated with seven-fold change in HFD mice livers, has been reported to be closely associated with the progress of hepatic inflammation in advanced stages of NASH (Stein et al., 2017). Additionally, the mRNA level of *GDF15* was hypermethylated with 6.7-fold change and upregulated with 7.9-fold change in HFD mice livers compared with the control. However, *GDF15* has been identified as a protective factor that alleviates fatty acid metabolic dysfunction through enhancing fatty acids oxidation (Zhang et al., 2020b; Zhang et al., 2018). The plausible explanation for the paradoxical results is that biological functions controlled by the target genes are variable in different stages of pathogenesis. The previous research demonstrated that *CIDEA* was strongly associated with the severity of human hepatic steatosis through regulating AMP-activated protein kinase stability (Chang et al., 2006). Sans et al. (2019) reported that the knockdown of *CIDEA* in obese mice significantly reduced the accumulation of lipid droplets in hepatocytes and thus alleviated HFD-induced hepatic steatosis. In this study, the mRNA of *CIDEA* was upregulated with 106-fold change and hypermethylated with approximately 242-fold change in HFD group. Although other candidate genes were also hypermethylated to different degrees, the changes were less than *CIDEA*. Therefore, the most hypermethylated NAFLD-associated gene *CIDEA* was selected for our subsequent research.

Although the pathophysiology of NAFLD remains incompletely clear, it often develops in the context of enhanced liver lipogenesis and imbalanced lipid metabolism (Bessone, Razori & Roma, 2019). Excessive fat accumulation in hepatocytes can lead to lipotoxicity, which further activates Kupffer cells and contributes to hepatocytes damage and mitochondrial dysfunction. Simultaneously, injured hepatocytes also generate a variety of inflammatory cytokines that further accelerate fat accumulation, creating a complicated regulatory network involved with hepatic inflammation and glucolipid metabolism (Farzanegi et al., 2019). Here, hypermethylated genes were mainly concentrated in various important biological pathways associated with the activation of lipid metabolism, such as the regulation of triglyceride and lipolysis, fat digestion and absorption and PPAR signaling pathway (Figs. 5A and 5C). Moreover, we also found that the potential mechanism behind m6A methylation and NAFLD might be closely related to the activation of inflammatory signaling pathways, including Toll-like receptor signaling pathway, TNF and NF-κB signaling pathway (Fig. 5C). Toll like receptors, pattern recognition receptors that recognizes bacterial and viral components on the surface of inflammatory cells such as macrophages and platelets, is activated in NAFLD and its downstream proinflammatory cytokines such as TNF and IL are increased, thereby not only inducing lipogenic enzymes but also leading to liver damage (Todoric et al., 2020; Carpino et al., 2020). NF-κB, a pro-oncogenic factor in NAFLD-HCC development, is also activated in injured hepatocytes to upregulate transcription of inflammatory cytokines, whose increased expressions further activate the downstream NF-κB signal pathway, forming positive feedback that aggravates inflammation and lipid deposition in liver (Wang et al., 2020). Based on above evidence, it is reasonable to hypothesize that altered m6A methylation plays an important role in NAFLD development by inducing inflammatory process and regulating lipid metabolism.

Modifications on mRNA driven by m6A modulators are dynamic and reversible. Wu et al. (2020) reported that resveratrol could alleviate the HFD-induced lipotoxicity through downregulating the expression of YTHDF3 in mice liver, indicating that epigenomics modification manipulated by overexpression or knockdown of methyltransferases or demethylases plays critical roles in metabolic diseases. In this study,the mRNA levels of methyltransferases (METTL14, METTL16) and demethylases (FTO) were significantly upregulated in HFD mice livers by qRT-PCR analysis (Fig. 6B). Data from HFD-induced NAFLD rodent (Chen et al., 2015) and human NASH patients (Lim et al., 2016) demonstrated that the expression levels of FTO were positively correlated to the extent of fat accumulation in hepatocytes. Yang et al. (2019) observed a significant downregulation of weight and fast glucose in patients with silenced FTO expression, which provided a novel therapeutic strategy for the metabolic syndrome. It has been reported that METTL14 is transactivated through NF-κB pathway and further promoted m6A modification within mRNA in NASH model (Feng et al., 2021). However, the mRNA expression levels of FTO and METTL14 were not significantly changed by RNA-seq analysis. Therefore, the correlation of FTO and METTL14 with m6A methylation needs to be further verified in further studies. METTL16, a novel recognized m6A methyltransferase, has been recently identified as a critical regulator involved in various cancer (Wang et al., 2021; Wang et al., 2020; Liu et al., 2019). For instance, the knockdown of METTL16 predicted worse survival and clinical characteristics in HCC patients due to the activation of multiple metabolic pathways (Wang et al., 2020). However, the underlying roles of METTL16 in NAFLD progression haven’t been reported before. In this study, conjoint analysis of RNA-seq and qRT-PCR data revealed that the expression levels of METTL16 were remarkably increased in HFD-induced mice NAFLD model, and many transcript copies of particular genes modified by m6A were changed, especially *CIDEA*. Thus, we hypothesized that the upregulated gene expression of *CIDEA* might be partly attributed to METTL16-mediated m6A methylation in NAFLD model. Subsequently, we further confirmed this assumption by constructing overexpresion and knockdown of METTL16 model in HepG2 cells. As a result, we observed a significant increase in the expression levels of downstream target genes *CIDEA* in HepG2 cells with METTL16 overexpression.

There are certain limitations to this study as well. Gender differences would lead to different disease features. Therefore, single male mouse study may overlook the impact of sex differences on the disease spectrum. Furthermore, the content of lipids and their metabolites during the steatosis of liver were not investigated in this research. Therefore, it is worthwhile to perform the lipid content measurements and lipase assays in further work to clarify how m6A methylation affects specific components of lipid metabolism.

In summary, we uncovered the distinguished m6A modification mediated by METTL16 was engaged in post-transcriptional regulation of *CIDEA* in mice and cell models of NAFLD. These results enhance our understanding of METTL16-associated m6A methylation regulatory network in the pathogenesis of NAFLD.

## Conclusions

Our study illustrated the m6A methylation profiles in HFD-induced mice NAFLD model,and we identified for the first time that METTL16 would upregulate m6A methylated level of *CIDEA* mRNA. These results imply that METTL16 could become a novel molecular indicator and potential therapeutic target for NAFLD in the future research.

## Supplemental Information

10.7717/peerj.14379/supp-1 Supplemental Information 1 Primers for reverse transcription quantitative polymerase chain reaction.

10.7717/peerj.14379/supp-2 Supplemental Information 2 Raw data.

10.7717/peerj.14379/supp-3 Supplemental Information 3 Author Checklist-Full.

## Additional Information and Declarations

### DNA Deposition

The following information was supplied regarding the deposition of DNA sequences: The raw data is available at NCBI GEO: GSE202843, in: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202843. The following secure token has been created to allow review of record GSE202843: kdihieeqrpylzsx.

### Data Availability

The following information was supplied regarding data availability: The following information was supplied regarding data availability: The raw data is available at NCBI GEO, accession numbers: GSE202843, in: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202843. PCR raw data are provided as Supplemental Files.

# Supplementary material for: METTL16-mediated translation of CIDEA promotes non-alcoholic fatty liver disease progression via m6A-dependent manner
**Source:** PeerJ. 2022 Dec 1;10:e14379. doi: 10.7717/peerj.14379
**Supplement:** Supplemental Information 1

| Supplemental table 1 Primers for reverse transcription‑quantitative polymerase chain reaction. | | |
| --- | --- | --- |
| Gene | Forward primer, 5'‑3' | Reverse primer, 5'‑3' |
| Mettl16 | GCAGATCATCGCAGCCAAAG | ACTGTTGCCCTTGTCACCAA |
| Mettl3 | GCACTTCAGACGGATTATCAAC | TCATAGTGGACATACTTGCAGG |
| Mettl14 | GCCGACAGATTTGAAGAATACC | CACATCAAACTTGGGTGTCAAT |
| Wtap | TGAACTGAGTGCCTGGAAGT | CTTTCTCGAGGTGGGACTGT |
| FTO | TACGTGGCATGTTGGTTTTAAG | CATCCAGCATGAAATAGCAGTC |
| Alkbh5 | CTGTATGTGACATGCTTACACG | TCTGTGGGCAACAACTAACTAT |
| Hnrnpc | AAATTGTGGGCTGCTCTGTG | GGTTCACTTTTGGCTCTGCA |
| Ythdf1 | GGGCAGACAGGTTTTCACAG | ATCCCCAATCTTCAGGCCAA |
| Cidea | TGGTGGACACAGAGGAGTTC | GTGACTCTGGCTATTCCCGA |
| Thrsp | ACCTAGAAGCCCAGTTCCAC | GAACCTGCCCTGTCATTTCC |
| Gdf15 | CGGTGGTTCTTATGCACAGG | GAGTGTAGGTGAGGAGCAGG |
| Osbpl3 | ATGACTTACACCCAGGAGCC | AGAATCTCTTGTGCCAGCCT |
| Lgals1 | CTCTCTTGTGCTTTCCAGGC | TTCATCCATCCACCTCCCAC |
| GAPDH | AAGGTCATCCCAGAGCTGAA | CTGCTTCACCACCTTCTTGA |

How the deposited data were processed for this re-analysis (not part of the article)

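MeRIP-seq of liver RNA was analysed for 3 mice on the high-fat diet (HFD) and 3 mice on the low-fat diet (WT), with 1 m6A peak list per mouse. The sample titles pair each m6A immunoprecipitate with an input, which gives 12 samples, and the lists of the 6 immunoprecipitates were used. Groups were taken from the titles, since the labels give the high-fat diet as the treatment of control samples as well. The authors called the peaks of each mouse against its input, and the submitters' notes name bcl2fastq 2.17, Trimmomatic 0.33, Bowtie 1.1.2 and MACS2 2.1.0. The fold enrichment in the lists is a ratio of immunoprecipitate to input that the authors' peak caller gave for each peak, with no scaling between libraries. The p-value was deposited as minus 10 times its log10. The false discovery rate in the deposited lists was made by the authors' peak caller and was read as a percent, because its values run from 25 to 100. Read counts and depth per library are not given in the sources used here, so no interval or detection limit could be given, and detection of a peak depends on methylation, expression and depth together.

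Peaks at distinct positions were counted in each library, and positions were written with the first base as 1. Peaks of all 6 lists were merged into regions where they overlapped by at least 1 base, without regard to strand, which the lists do not give. A peak was assigned to the gene ID in its list, and to the gene name where the list has no ID. Gene positions were checked against the RefSeq annotation of the mouse build GRCm38, where 7696 of 7736 gene IDs were found. A region was taken as high-confidence in a group when at least 2 of its 3 libraries had a peak, as the paper keeps repeated peaks without giving the number of mice. A region was called HFD-only or WT-only when all 3 libraries of one group and no library of the other had a peak.

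The libraries of both groups were compared by two-sided exact permutation tests, for which the smallest p with 3 against 3 is 0.1. The similarity of the lists was measured by the Jaccard index, with a one-sided exact permutation test over the 10 ways to divide the libraries. An alternative was the overlap coefficient, the shared regions over those of the library with fewer. Gene lists, annotation terms and chromosomes were tested by two-sided Fisher's exact tests with the Benjamini-Hochberg adjustment over both directions, at an adjusted p under 0.05. The background of a gene list was the 5882 genes with a region found in at least 3 of the 6 libraries, and annotation terms with at least 5 such genes were tested. At the wider criterion of at least 2 libraries it was the 6699 genes with a region found in at least 2, and with a library left out the counted genes were added to it. At every criterion a gene can be in the background only through the peaks that are counted, which can lower p, and no p is given for gene lists and terms at the wider criterion or with a library left out. Genes are not independent samples, and all of these tests rest on the same 6 libraries. The 24 gene lists cover 10 cell types (skeletal muscle, smooth muscle, adipocyte, pancreatic acinar cell, hepatocyte, macrophage and Kupffer cell, lymphocyte, hepatic stellate cell, endothelial cell and cholangiocyte), synthesis of fatty acids and triglycerides, lipid droplets, fatty acid oxidation, cholesterol, bile acids, male-biased and female-biased liver genes, Toll-like receptor, TNF and NF-kB signaling, MAPK, insulin and AMPK signaling, cGMP-PKG signaling, glutathione, m6A regulators and the candidate genes of the paper. The lists, the tests and the alternatives were set before the data were examined, but after the paper's tables had been seen. Exceptions are the alternatives named as added and the tests that the closing section gives as chosen later.

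Genes were named by a rule set in advance. It takes every gene of Table 1 and Table 2, the candidate genes and the m6A regulators that the paper names, whose values in the paper's tables had been seen. It also takes the 10 genes in each direction whose HFD-only or WT-only region ranked highest by the lowest within-list percentile of the authors' fold enrichment, and up to 4 members of each gene list in the same order. Other genes are said to be chosen after their values were seen.

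The alternatives changed the number of libraries asked for, the overlap that joins peaks (0.5 of the shorter peak), the peak threshold (stricter peaks, at or above the median fold enrichment of their own list, or, for the number of peaks per library alone, at or above 7.64, the median over all lists), the length of the lists (the 10109 peaks with the smallest p-values in each), the background, the unit counted, and the libraries, each left out in turn. Lists with the same replicate number were also treated as pairs, with exact sign flips, whose smallest p is 0.25. Added after the data were seen were the annotation in the lists, the number of genes of each list with a peak per library, WT 1 as the only WT library, counts without skeletal muscle genes, and pairs of libraries. The steps were tested on simulated data, where 11504 of 11504 simulated regions were rebuilt, 297 of 297 HFD-only and 295 of 295 WT-only regions were found, the 1 enriched gene list passed, and 0 of 500 random lists passed. Motifs and transcript segments were left out because the lists hold neither sequence nor segment. RNA-seq, qRT-PCR, staining and HepG2 experiments of the paper were not analysed here. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.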

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

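The tests of muscle tissue and of diet were chosen after the results were seen. The comparison over the divisions of the libraries was planned, but what would count for or against chance was set after its values were seen, and the tests at equal list length were chosen before.

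Skeletal muscle genes outside Table 1, which the paper does not discuss, had peaks in WT 2 (20 of 44 genes) and WT 3 (30 of 44) and in at most 4 genes of the other libraries. A difference in list length is argued against as the whole source, since with lists of equal length WT 2, the lower of these libraries, still had 28 genes of the full list against at most 3 in the other 4 libraries. Of the 44 genes, 16 (36.4%) had a peak in exactly WT 2 and WT 3 and 0 in each of the other 14 pairs of libraries, which is consistent with skeletal muscle tissue in these liver samples, a hypothesis from a list of which Table 1 names 11 genes, other fixed lists hold 4 and the remaining livers show peaks in 4. The abundant muscle transcripts Acta1, Myh1, Myh2, Myh4, Mb, Ttn, Tnnt3 and Tnnc2 had peaks in WT 2 and WT 3, while Ckm, Mylpf, Actn3 and Pygm had none in any library, and the peak lists give no expression level for either. An effect of the diet cannot be told apart from this at 3 mice against 3 (two-sided exact permutation test, p = 0.4, smallest possible p = 0.1), with 3 genes in WT 1 and a difference of -12.2 without WT 3 and -30.2 without WT 1.

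HFD-only regions outnumbered WT-only regions by 132 to 54, a ratio of 2.44. The 10 divisions of the libraries are too few for a share under 0.05, and 3 of them separate at least as many regions as the diets, with 186 for the diets and 434 for the highest other division. With lists of equal length the counts were 94 and 91, a ratio of 1.03, so the excess of HFD-only regions may come from the lengths of the peak lists. Leaving out a library loosens the criterion, so these counts could only rise, which does not measure dependence on single libraries. They rose by more than 1.5 times, to 204 (without WT 2) up to 461 (without HFD 3) for HFD-only regions and 111 (without WT 3) up to 335 (without WT 1) for WT-only regions. An effect of the diet on methylation in both directions remains open and was not tested beyond this.

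The division of HFD 1, HFD 2 and WT 3 from the other libraries separated 434 regions, more than the diets. These are the libraries with the longest lists, and 383 of the regions were found in them and 51 in the other 3. With lists of equal length this division separated 279 regions and the diets 185. The rule set before this test takes a total above 1.5 times that of the diets as against list length. The total of 279 met it, as it exceeds 277.5. The margin is smaller than the counting spread of 16.7, which itself takes regions as independent. With so small a margin, list length and another difference between these libraries cannot be told apart. No biological explanation was tested, since the design gives none for this division.

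Of the HFD-only regions, 126 lie in genes that neither table of the paper names. Genes of the lymphocyte list, which the paper does not discuss as a group, had a peak in 2 genes per HFD library on average and in 0 in each WT library, and in 1 gene in each HFD library with lists of equal length.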

How the results depend on the processing

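The settings with WT 1 as the only WT library and without skeletal muscle genes were added after the data were seen. Of 172 comparisons of a result with an alternative, 116 kept their direction and their side of the threshold or stayed within 1.5 times, 47 counts moved further, 4 values changed sign and 5 lost a call. The cause was not tested in any of them. With stricter peaks, high-confidence regions numbered 5617 in HFD mice, 5261 in WT mice, 4479 in both, 1138 in HFD only, 782 in WT only and 6399 together, HFD-only and WT-only regions of all 3 libraries 84 and 27, Table 2 genes in the paper's direction 6 (two-sided Fisher's exact test, p = 0.143), and candidate genes with more HFD libraries 1. With a peak in at least 1 library as the criterion, 3132 regions were HFD only and 2454 WT only. In place of 132 and 54, whole genes gave 57 and 15, at least 2 libraries 727 and 504, and WT 1 as the only WT library 831 and 525, while equal list length moved only the WT count, to 91. Chromosomes past the test numbered 1 with lists of equal length and 1 with at least 2 libraries, and gene lists past it for WT 1 with at least 2 libraries. With any peak in the same gene counted, 5 genes of Table 1 given as higher had more HFD libraries and 1 (Rgs16) more WT libraries, and with WT 1 as the only WT library 1 given as lower had more WT libraries and 13 genes of Table 2 had the paper's direction (two-sided Fisher's exact test, p = 0.0571). Leaving out each library in turn gave a difference in peaks per library from -43.8 (without HFD 1) to 1461 (without WT 3), HFD-only high-confidence regions from 822 (without HFD 2) to 3630 (without WT 3) and WT-only ones from 491 (without WT 3) to 2897 (without HFD 2). It gave regions of all libraries of one group from 204 (without WT 2) to 461 (without HFD 3) for HFD and from 111 (without WT 3) to 335 (without WT 1) for WT. With a library left out, the direction in which these region counts and the high-confidence ones could move was fixed by the criterion. The difference in similarity ran from -0.00352 (without WT 2) to 0.00800 (without HFD 3) and was also negative, at -0.00124 and -0.00209, without HFD 1 and HFD 2. With all libraries it was 0.00681 at equal list length (p = 0.3) and 0.0165 by the overlap coefficient (p = 0.1, the smallest possible, one-sided exact permutation tests). Gene lists past the test for WT ran from 0 to 2 (without WT 1), where, as with at least 2 libraries, some genes were in the background only through the counted peaks. Table 2 genes in the paper's direction ran from 11 (without HFD 2, p = 0.547) to 15 (without HFD 3 or WT 3, p = 0.0147), with 13 without WT 1 (p = 0.117) and 12 without WT 2 (p = 0.245, two-sided Fisher's exact tests). With the replicate block, the difference of 553 peaks had p = 0.75 and the difference of -20.0 skeletal muscle genes p = 0.5 (exact sign flips, two-sided, smallest possible p = 0.25), and same-numbered lists correlated at -0.0552 to 0.0147 across regions, which gives no sign of pairs. Of 109 named genes, the difference in libraries with a peak moved for 17 with lists of equal length and for 44 with stricter peaks. The alternatives for the GGACU motif and the transcript segments were not run, as the lists hold neither. Depth is not given in the sources used here, so its limit on detection could not be measured.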

Differences from the paper's values

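No test here was chosen after the result was seen, apart from the terms of the annotation in the peak lists and the counts without skeletal muscle genes. The paper gives 3139 peaks in HFD mice only, and 2020 regions were high-confidence in HFD mice only. Of the alternatives set before the data were examined, a peak in at least 1 library (3132 regions) and leaving out WT 1, WT 2 or WT 3 (3245, 3233 and 3630) come within 1.5 times of the paper's value. A peak in all 3 libraries (1581), an overlap of 0.5 of the shorter peak (2025), stricter peaks (1138), lists of equal length (1442) and leaving out HFD 1, HFD 2 or HFD 3 (834, 822 and 1390) do not. The paper gives 2462 peaks in WT mice only, and 1429 regions were high-confidence in WT mice only. A peak in at least 1 library (2454) and leaving out HFD 1, HFD 2 or HFD 3 (2852, 2897 and 2206) come within 1.5 times, while a peak in all 3 libraries (1181), an overlap of 0.5 of the shorter peak (1441), stricter peaks (782), lists of equal length (1521, more than the 1442 of HFD mice) and leaving out WT 1, WT 2 or WT 3 (868, 676 and 491) do not. With a peak in at least 1 library, the regions of HFD mice (15920), of WT mice (15242), of both (12788) and together (18374) were reached as well, and the ratio of the paper's value to the value here was between 1.00 and 1.01 for each of the 6 counts. No other setting came as close in all 6 counts, so the paper's counts are nearest to regions with a peak in at least 1 mouse. The paper describes its peaks as repeated without giving the number of mice. Leaving out a library can only lower the count of its own group alone and raise that of the other. That direction is fixed by the criterion.

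The paper states that the candidate genes all gained m6A in HFD mice, and 2 of the 5, Cidea and Osbpl3, had a peak in more HFD than WT libraries, or 3 with lists of equal length. A count of libraries with a peak does not measure the fold changes of enrichment that the paper gives. Table 1 gives 40 peaks as changed, of which 26 were found in no library, 17 of them given as higher and 9 as lower in HFD mice. The paper does not describe how differential peaks were called, so they need not come from the peak lists of single mice. Table 2 gives Serpina1e as lower in HFD mice, and it had a peak in 2 HFD libraries and no WT library, while 12 of the 13 genes with unequal numbers went the way of the table. The paper singles out chromosomes 1, 2 and 4 for its differential peaks. Of the regions found in one group only, a set made by another criterion, chromosomes 2, 1 and 5 held the most, with 9 regions on chromosome 4. The paper states that differential peaks came from all chromosomes, and none of the regions found in one group only lay on chromosome Y. That chromosome held 11 of all 18374 regions, so the absence tells little.

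The paper names GO terms and KEGG pathways as enriched in differential genes, and 0 of the 257 pathways, 959 biological processes and 835 molecular functions in the annotation passed in either direction by Fisher's exact test at the criterion of all 3 libraries, with 5, 24 and 5 at an unadjusted p under 0.05 for HFD-only and 7, 25 and 12 for WT-only regions. The genes tested here were picked by another criterion than the paper's differential peaks. Only 128 of 5882 genes had an HFD-only region and 50 a WT-only region. So few genes leave little room for a term to pass, and the paper's own enrichment was not tested here. At the wider criterion of at least 2 libraries, no tested term that the paper names passed.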

Other observations

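The counts of genes with a peak per library were chosen after the data were seen. The transcripts of most m6A regulators carried m6A peaks of their own, with 12 of 21 regulator genes showing a peak in all 6 livers. Besides the genes described above these were Cbll1, Hnrnpa2b1, Rbm15, Rbm15b, Virma, Ythdc1, Ythdf2 and Zc3h13, which encode writer subunits and readers and were named after their values were seen. Mettl16, the methyltransferase that the paper follows, had a peak in HFD 3 only, on chromosome 11 from 74817159 to 74818300, with the authors' fold enrichment at 4.98. Mettl14, a core subunit of the writer complex, had a peak in HFD 2 only, the demethylase gene Fto in WT 3 only and the demethylase gene Alkbh5 in HFD 1, HFD 2 and WT 3. Mettl3, Ythdc2, Igf2bp1, Igf2bp2 and Igf2bp3 had no peak. No regulator had an HFD-only or WT-only region among 13 tested.

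Lymphocyte genes had peaks in the HFD livers, with 3, 2 and 1 of 18 genes in HFD 1, HFD 2 and HFD 3 and 0 in each WT library (two-sided exact permutation test, p = 0.1, the smallest possible, adjusted p = 1). With lists of equal length the counts were 1, 1 and 1, and 0 in each WT library. These genes are Ptprc, Themis and Ltb, which encodes lymphotoxin beta and was chosen after its values were seen. Genes of bile acid synthesis and transport with a peak numbered 12, 11 and 11 in the HFD libraries and 9, 9 and 10 in the WT libraries (p = 0.1 and adjusted p = 1 by the same exact test). Of 24 lists, 2 reached this p, where chance gives 10%, and 4 did with lists of equal length, which were these lists, glutathione metabolism and the candidate genes (1, 2 and 1 against 0, 0 and 0). Genes of glutathione metabolism numbered 12, 10 and 9 against 8, 8 and 9 (exact p = 0.2), and Ggct and Gsta1 had an HFD-only region among 9 tested (two-sided Fisher's exact test, p = 0.0153, adjusted p = 0.322). Ggct and Gsta1 were in the background only through the counted peaks, which can lower this p.

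Markers of other cell types showed differences within the spread between mice (two-sided exact permutation tests, p from 0.5 to 1). Macrophage and Kupffer cell genes with a peak had a mean of 7 in HFD and 7 in WT libraries, hepatic stellate cell genes 14.0 and 13.3, endothelial genes 10.7 and 9.67, cholangiocyte genes 4 and 3.67, hepatocyte genes 6.33 and 5.33 and smooth muscle genes 3.33 and 4. Of 10 adipocyte genes, 2 had a peak in WT 3 and none elsewhere, and none of 16 pancreatic acinar genes had a peak. Among the other lists p was 0.3 or higher by the same exact tests, and means were 9.67 and 7.67 for fatty acid and triglyceride synthesis, 13 and 11.3 for fatty acid oxidation, 5.67 and 4.33 for cholesterol synthesis, 4.67 and 4.67 for lipid droplets, 3 and 3 for male-biased genes and 5 and 5.33 for female-biased genes. For Toll-like receptor, TNF and NF-kB signaling they were 30.3 and 28.7, for MAPK signaling 51.3 and 52.3, for insulin and AMPK signaling 35 and 33.7, for cGMP-PKG signaling 38.7 and 40.7, for m6A regulators 13.3 and 12.7 and for the candidate genes 1.67 and 0.667.

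Of 48 tests of the 24 lists for HFD-only and WT-only regions, 0 passed by Fisher's exact test, 5 had an unadjusted p under 0.05 (3 for HFD and 2 for WT) and the lowest adjusted p was 0.322. Ptprc, the single lymphocyte gene that could be tested, had an HFD-only region and was in the background only through its peaks. Col4a2, a collagen gene with a peak elsewhere in 1 WT library, was the single one of 14 stellate cell genes with such a region. Traf6 was the single gene of Toll-like receptor, TNF and NF-kB signaling (of 30) and of MAPK signaling (of 54) with an HFD-only region, and Nfkbia the single one of the former with a WT-only region. None of 33 genes of insulin and AMPK signaling had either, where 0.718 HFD-only and 0.281 WT-only were expected. Neither did any tested gene of the hepatocyte, macrophage, endothelial, cholangiocyte, smooth muscle, lipid droplet, male-biased or female-biased lists.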
